# Synergistic anti-cancer effect of sodium pentaborate pentahydrate, curcumin and piperine on hepatocellular carcinoma cells

**DOI:** 10.1038/s41598-023-40809-y

**Published:** 2023-09-01

**Authors:** Zehra Omeroglu Ulu, Nurdan Sena Degirmenci, Zeynep Busra Bolat, Fikrettin Sahin

**Keywords:** Cancer genomics, Gene ontology, Hepatocellular carcinoma, Cancer, Computational biology and bioinformatics

## Abstract

Hepatocellular carcinoma (HCC) is a leading cause of cancer-related death in the world. Poor prognosis of HCC patients is a major issue, thus, better treatment options for patients are required. Curcumin (Cur), hydrophobic polyphenol of the plant turmeric, shows anti-proliferative, apoptotic, and anti-oxidative properties. Boron is a trace element which is essential part of human nutrition. Sodium pentaborate pentahydrate (NaB), a boron derivative, is an effective agent against cancer. In the current study, we performed in vitro experiments and transcriptome analysis to determine the response of NaB, Cur, piperine (Pip) and their combination in two different HCC cell lines, HepG2 and Hep3B. NaB and Cur induced cytotoxicity in a dose and time dependent manner in HepG2 and Hep3B, whereas Pip showed no significant toxic effect. Synergistic effect of combined treatment with NaB, Cur and Pip on HCC cells was observed on cytotoxicity, apoptosis and cell cycle assay. Following in vitro studies, we performed RNA-seq transcriptome analysis on NaB, Cur and Pip and their combination on HepG2 and Hep3B cells. Transcriptome analysis reveals combined treatment of NaB, Cur and Pip induces anti-cancer activity in both of HCC cells.

## Introduction

HCC is a leading cause of cancer mortality worldwide^1^. Each year, approximately 800,000 new cases of primary liver cancer are reported, and a staggering 90% of these cases are attributed to HCC. The two-year survival rate in the US is less than 50%, and the five-year survival rate is only 10%^2,3^. HCC treatment line includes surgical resection, radiotherapy, chemotherapy and immunotherapy. Despite the achievements on the current treatment strategies, high recurrence rate and poor prognosis of HCC patients is still an issue^4^. Thus, new strategies are necessary for the diagnosis and treatment of HCC. Boron is a rare element showing biological functions in different organisms. Boron derivatives show therapeutic potential in different cancers such as hepatocellular carcinoma^5^, multiple myeloma^6^, breast^7^ and small-cell lung cancer^8^. Bortezomib is the only boron containing chemotherapeutic drug approved for clinical use however, drug resistance rapidly develops in bortezomib treatment^9^. NaB is another boron derivative that is known to be an effective agent in obesity^10^, wound healing^11^, cryopreservation^12^ and cancer^13^. NaB showed metabolic reprogramming related to SIRT3 activity in Hep3B cell lines^14^.

Cur is the main hydrophobic polyphenol in the rhizome of the plant turmeric. Cur is known to have anti-inflammatory, antioxidant, anti-microbial and anti-cancer properties^15,16^. Cur induces apoptosis and autophagy in HCC. Despite curcumin’s significant therapeutic value, the delivery of Cur is still an important issue as it shows photodegradation, short half-life, low bioavailability, and pharmacological activity^17^. Pip, isolated from black and long peppers, is an important plant alkaloid. It is known to improve curcumin’s poor bioavailability by reducing the rate of its metabolic breakdown^18^. Combined treatment of Pip and Cur has been reported to enhance the anti-cancer effect in colorectal^19^, leukemia^20^ and breast^21^ cancer cells. Furthermore, in vivo studies show that Cur and Pip combination treatment induced HCC in rats^22^.

RNA-seq is a leading and high-throughput sequencing approach to provide insight into the transcriptome of a cell. Compared to previous Sanger sequencing- and microarray-based methods, RNA-Seq facilitates the discovery of novel transcripts, identification of alternatively spliced genes, and detection of allele-specific expression beyond quantifying gene expression^23^. Recent advances in the RNA-Seq workflow, from sample preparation to library construction to data analysis, have enabled researchers to further elucidate the functional complexity of the transcription. RNA-seq data analysis typically includes several steps: quality control, alignment, counting and normalization of the sequenced reads, and differential expression (DE) analysis^24,25^.

In our study, RNA-seq transcriptome analysis was performed to examine the possible anti-cancer mechanisms of NaB, Cur and Pip combination exerting synergistic effect on HCC cells. First, cell viability of HepG2 and Hep3B cells were investigated under the treatment of NaB, Cur and Pip and their combination treatment. Next, apoptotic cell death and cell cycle analysis were determined for HepG2 and Hep3B cells treated with NaB alone or in combination Cur and Pip or in combination NaB, Cur and Pip (Fig. 1A). The in vitro studies were followed by RNA-seq transcriptome analysis to determine the synergistic effect on gene expression profiling and we verified the anti-cancer effect on functional and pathway analysis (Fig. 1B).

**Figure 1:**
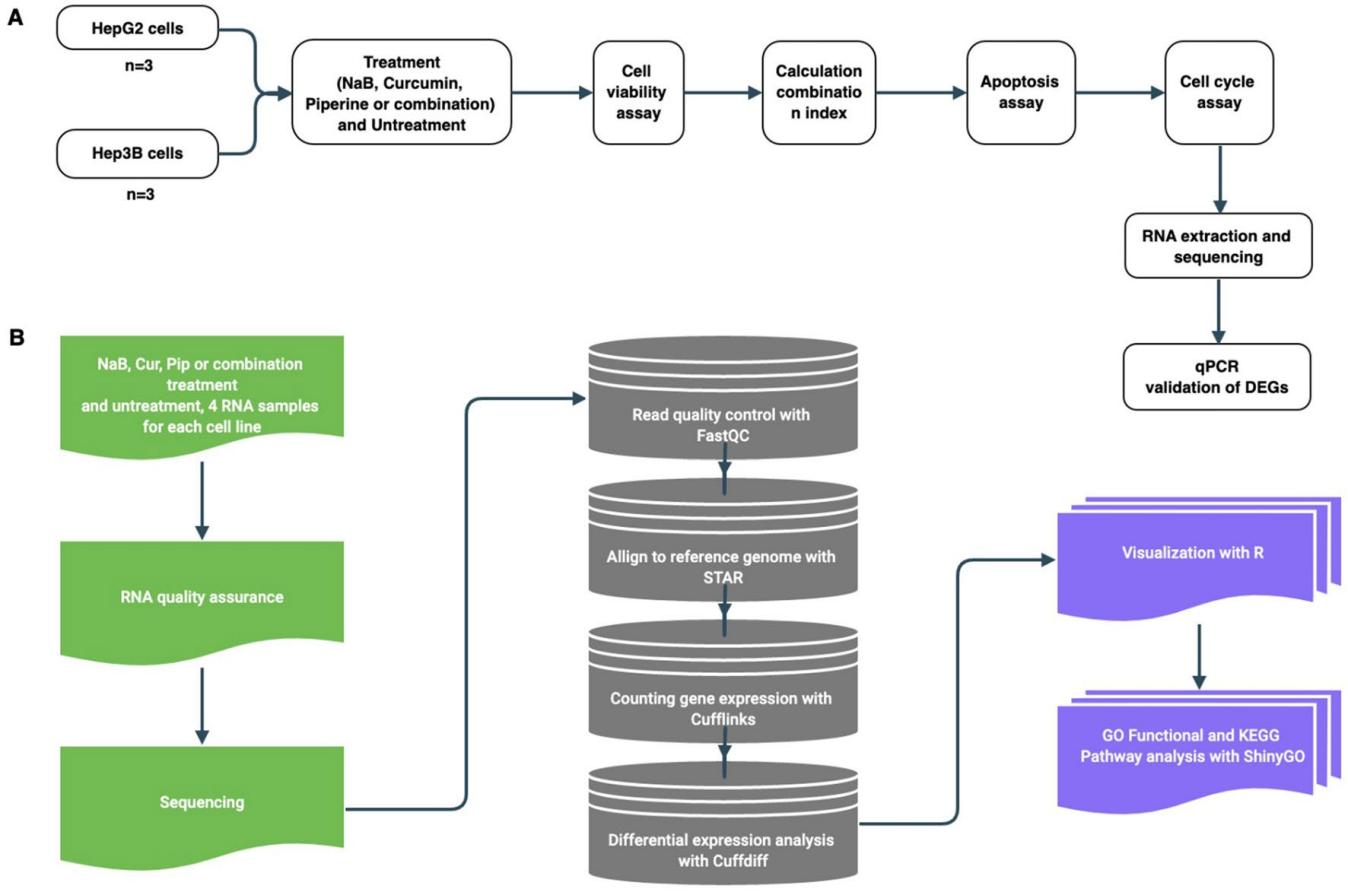
Study design: (**A**) Diagram representation of the experimental workflow. (**B**) The RNA-seq and bioinformatic analysis workflow.

## Results

### Combination treatment of NaB, Cur and Pip inhibits growth of HCC cells

To assess the drug interaction effect of NaB and Cur together, HepG2 and Hep3B cells were exposed to different concentrations of both drugs alone and in combination for 24, 48 and 72 h. NaB and Cur effectively inhibited growth of HepG2 cells in time and dose-dependent manner (Fig. 2A,B), while Pip treated cells showed no toxic effect except the highest dose (Fig. 2C). Combination treatment of NaB, Cur and Pip demonstrated significant cytotoxicity in time-dependent manner in HepG2 cells (Fig. 2D). Similarly, NaB and Cur effectively inhibited growth of Hep3B cells in time and dose-dependent manner (Fig. 3A,B). Pip treated cells showed no toxic effect (Fig. 3C) and combination treatment of NaB, Cur and Pip demonstrated significant cytotoxicity in time-dependent manner in Hep3B cells (Fig. 3D). HUVEC showed less toxicity compared to HCC cells when treated with a combination of NaB, Cur and Pip (Fig. S1).

**Figure 2:**
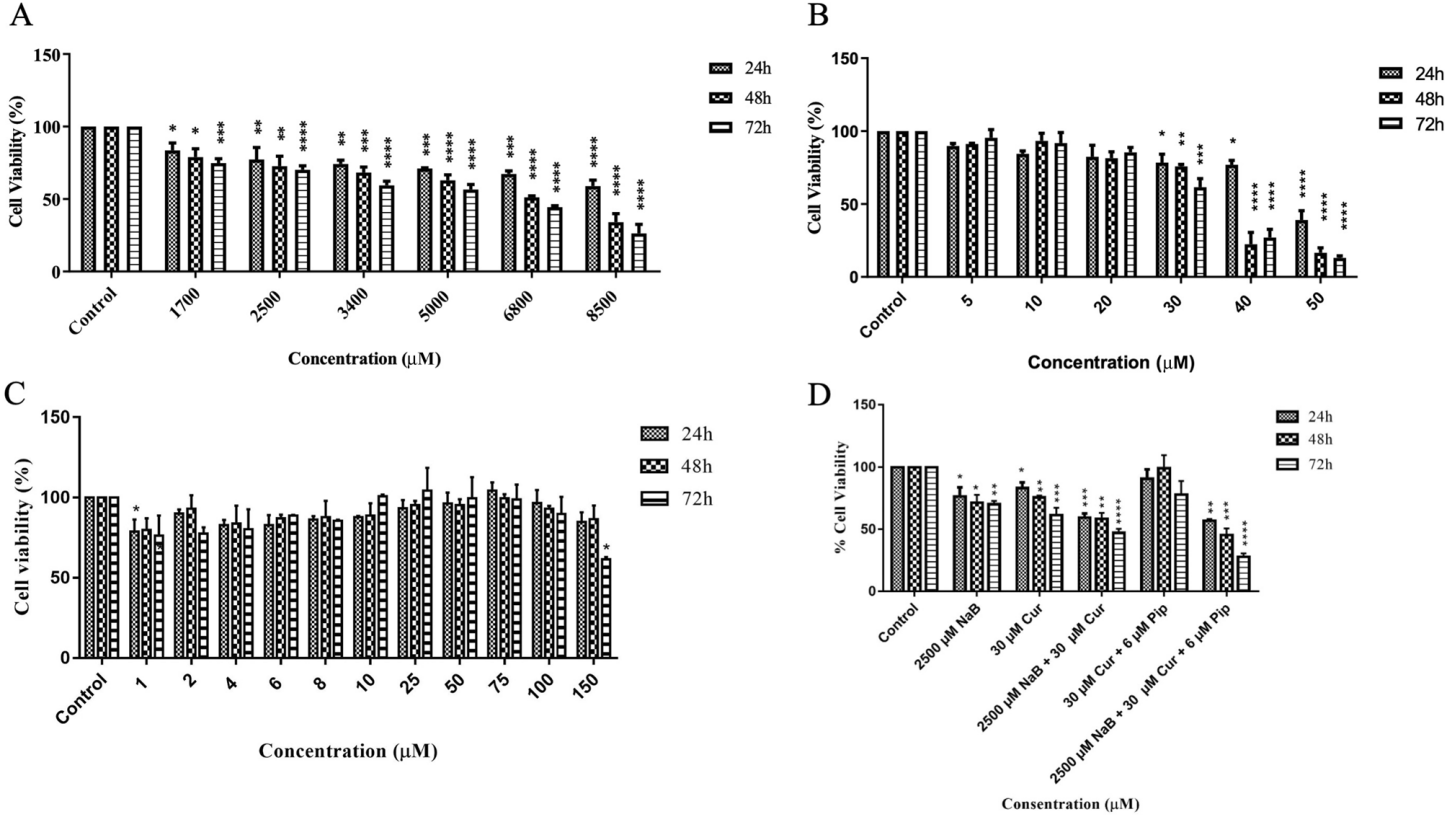
Effect of NaB, Cur, Pip and their combination treatment on cell viability of HepG2 cells. HepG2 Cells were incubated with (**A**) (1700–8500 µM) NaB, (**B**) (5–50) µM of Cur, (**C**) (1–150) µM of Pip and (**D**) combinations of NaB, Cur and Pip for 24 h, 48 h and 72 h. The cell viability was determined by MTS assay. Data represent the mean ± SD of independent experiments (n = 3) and statistical significance was assessed by one way ANOVA.

**Figure 3:**
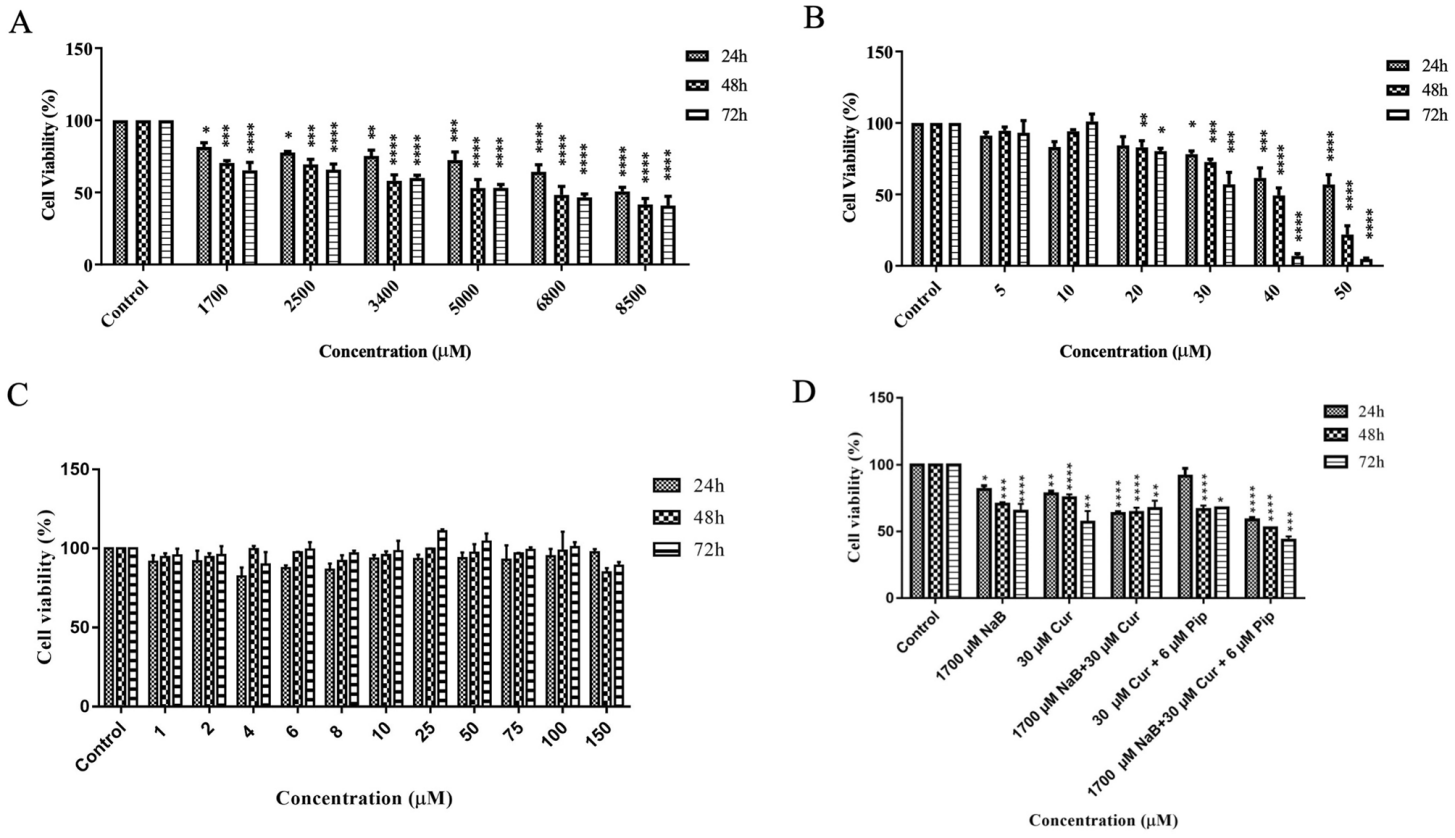
Effect of NaB, Cur, Pip and their combination treatment on cell viability of Hep3B cells. Hep3B Cells were incubated with (**A**) (1700–8500 µM) NaB, (**B**) (5–50) µM of Cur, (**C**) (1–150) µM of Pip and (**D**) combinations of NaB, Cur and Pip for 24 h, 48 h and 72 h. The cell viability was determined by MTS assay. Data represent the mean ± SD of independent experiments (n = 3) and statistical significance was assessed by one way ANOVA.

The IC_50_ values of NaB and Cur against HepG2 cells for 48 h are 7664.5 µM and 44.8 µM, respectively. While the IC_50_ values of NaB and Cur against Hep3B cells are 6561 µM and 41.4 µM, respectively. Furthermore, combination of NaB and Cur was considered as a drug, as Pip improves the therapeutic effect and bioavailability of Cur. The CI value for NaB and Cur combination of 2.5 mM NaB and 30 µM Cur in HepG2 cells were calculated as 0.98. 1.7 mM NaB and 30 µM Cur combination treatment in Hep3B cells showed combination index (CI) value of 0.97. This demonstrated consistent synergy (CI < 1) between NaB and Cur, validate our selection criteria (Table S1).

### Combination treatment of NaB, Cur and Pip induce apoptosis and arrest the progression of cell cycle in HCC

Annexin V/PI apoptosis assay was performed to determine the apoptotic cell death percentage (representing the early and late apoptosis) after treating HCC cells with combination treatment of NaB, Cur and Pip. Autofluorescence for each cell line was established with an unstained control. Before each reading compensation procedure is performed for untreated samples using propidium iodide (PI) only, FITC only and FITC-PI double labelled standards. Our results showed that NaB, Cur and Pip combined treatment induced apoptosis in HepG2 and Hep3B cells, showing nearly 40% apoptotic cell death (Fig. 4A). To investigate the mechanisms underlying changes in cell cycle progression of HCC cells when treated with combination of NaB, Cur and Pip flow cytometry was used. As shown in Fig. 4B, our results suggest that combination of NaB, Cur and Pip inhibited cellular proliferation of HCC cell lines, HepG2 and Hep3B via arrested G0-G1 phase of the cell cycle.

**Figure 4:**
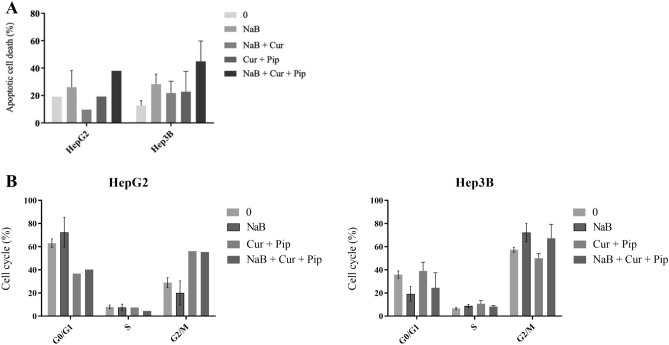
(**A**) The percentage of cells undergoing apoptotic cell death in HepG2 under 2500 µM NaB, 30 µM Cur and 6 µM Pip treatment, and Hep3B cells under 1700 µM NaB, treatment at 48 h. (**B**) Effect of NaB, Cur and Pip on cell cycle progression in HCC cell lines. Percentage of cell cycle profiles in HepG2 and Hep3B cells under NaB, Cur and Pip treatment at 48 h was analyzed by flow cytometry.

### RNA-seq transcriptome analysis of HCC under combination therapy of NaB, Cur and Pip

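HepG2 and Hep3B are human HCC cell lines. RNA of each line was sequenced after 48 h without treatment (control), with NaB, with Cur and Pip, or with NaB, Cur and Pip (combination treatment). The doses were 2500 µM NaB for HepG2, 1700 µM NaB for Hep3B, and 30 µM Cur with 6 µM Pip for both. Of 41 hepatocyte genes listed before the data were examined, 31 to 33 had an FPKM of at least 1 in each HepG2 library and 3 to 6 did in each library labelled Hep3B. ALB, which encodes serum albumin, was at 7518 FPKM in HepG2 after NaB, and no transcript was assigned to it in the HepG2 control; it was at 1.98 FPKM in the control labelled Hep3B. AFP, which encodes alpha-fetoprotein, was at 818 FPKM in HepG2 after NaB and at 0.53 FPKM in the control labelled Hep3B. ALB and AFP were chosen after their values were seen. RB1 encodes the retinoblastoma protein, which is known to be missing in Hep3B cells, and lies on chromosome 13 of GRCh38 from 48303744 to 48599436. It was at 17.6 FPKM in the HepG2 control and 21.1 FPKM in the control labelled Hep3B. All 25 inner exons of its main transcript were assembled in each of the 4 libraries labelled Hep3B. RNA can be made where the protein is missing, so these levels leave the identity of the cells open, and these 4 are called the libraries labelled Hep3B.

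**Figure D1:**
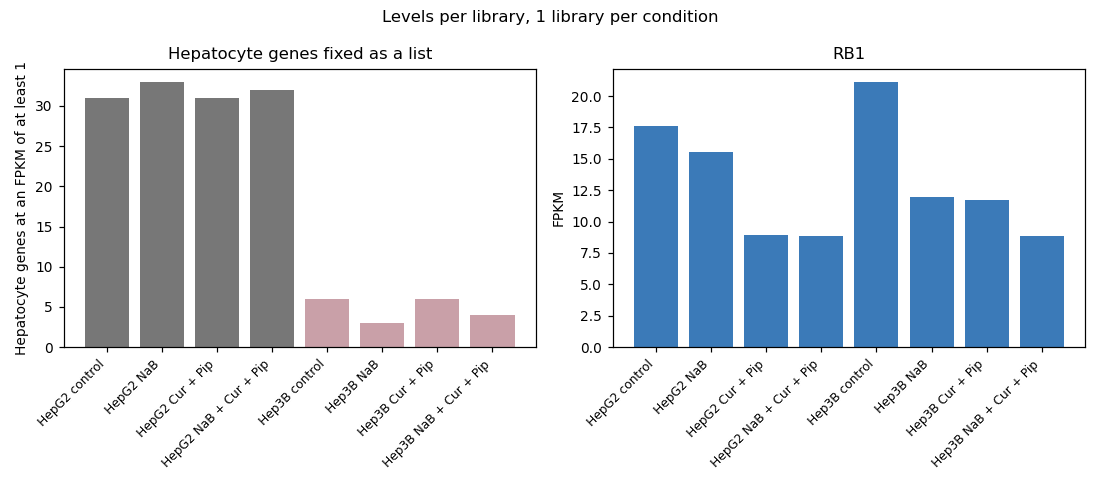
Left, the number of the 41 hepatocyte genes at an FPKM of at least 1 in each of the 8 libraries (bars). Right, the FPKM of RB1 in the same libraries (bars). The 4 HepG2 libraries list 31 to 33 of the hepatocyte genes and the 4 libraries labelled Hep3B list 3 to 6, while RB1 is listed in every library. Each bar is 1 library, so there is no error bar.

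There is 1 library for each of the 4 conditions of a cell line, 8 in all. The methods state that RNA was isolated in triplicate, and the text does not say whether the triplicates were pooled. No difference between treatments within a line therefore has a replicate check, every fold change compares 2 libraries, and no p-value is given for it. The authors mapped the reads to GRCh38 with STAR and assembled the transcripts of each library with Cufflinks, which gives each transcript a level in FPKM with a 95% interval. These intervals cover only the error of estimating 1 library. The paper gives 30.3 to 43.8 M reads per library; the fragments behind the listed transcripts, estimated from their coverage and length, came to 25.6 to 35.7 M, and the values here rest on these. Each assembled transcript was assigned to the annotated gene that holds at least 50% of its exonic bases, which placed 70.4% (HepG2, Cur and Pip) to 88.1% (control labelled Hep3B) of the transcripts and gave 12217 to 13031 genes per library. A gene's FPKM is the sum over its transcripts. Fold changes are on the scale of log2(FPKM + 1), which understates the change of low genes, and a gene was past the threshold when the absolute value was over 1.5. A gene with no assigned transcript counts as 0 in such counts, and no fold change is given for it by name. Single-exon transcripts made up 16.4, 22.7, 34.1 and 32.2% of the transcripts in the HepG2 control and after NaB, Cur and Pip, and the combination, and 14.7, 19.1, 22.4 and 28.4% in the libraries labelled Hep3B. In the HepG2 control a transcript of 125 nt on chromosome 12, from 69136717 to 69136841 and assigned to no gene, holds 99.8% of the summed FPKM together with the other transcripts under 300 nt, so sums of FPKM were not used for scaling.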

We performed RNA-seq transcriptome analysis on NaB, Cur and Pip and their combinations on HCC cells. The quality control of the sequencing read files with FastQC and the quality of the reads is shown in Fig. 5. We carried out the mapping of reads using STAR**.** The read and mapped number of HepG2 and Hep3B cells treated with NaB alone, Cur and Pip, combination of all three and untreated groups were shown in Fig. 6. The BAM output files were processed with Cufflinks for the detection of expression counts for downstream analysis. We evaluated the differentially expressed genes (DEGs) after FPKM normalization, and found total of 3143 genes (P < 0.01 and log_2_FC(fold change) > |1.5|) at Cuffdiff, and at least 64 counts in any sample). 

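After Cur and Pip in HepG2 cells, TNFSF9, which encodes the ligand of the costimulatory receptor 4-1BB, was at 46.0 FPKM against 1.48 in the control (log2 fold change 4.24). ACSM3, a mitochondrial acyl-CoA synthetase, and SLC6A14, an amino acid transporter, were lower, with log2 fold changes of −5.51 and −5.04. After NaB in HepG2, HP, which encodes the plasma protein haptoglobin, was at 18.9 FPKM against 262 in the control (−3.73). Under the Hep3B label, NaB went with lower ALPI, an alkaline phosphatase, at 15.2 FPKM against 486 (−4.91), and lower NUPR1, a stress-induced nuclear protein, at 11.3 against 163 (−3.73). After Cur and Pip in these libraries, KRT4, an epithelial keratin, was at 0.75 FPKM against 15.2 (−3.21). With each transcript's depth apportioned over the annotated exons it covers, an alternative chosen after seeing the data, these genes stayed past the threshold in the same direction, and HP moved to −1.87. Many others did not stay: of the 5 highest and the 5 lowest protein-coding genes, 2 and 2 stayed after NaB and 3 and 4 after Cur and Pip in HepG2, and 1 and 5 after NaB and 1 and 1 after Cur and Pip in the libraries labelled Hep3B. Across the 6 comparisons of a treatment with the control of its line, 6032 genes were past the absolute log2 fold change of 1.5 (2.83-fold) in 1 or more comparisons. Of the genes listed in all 4 libraries of their line, a restriction also chosen after seeing the data, 2730 were. The p-values of Cuffdiff were not used here, so both counts rest on the fold alone.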

In Fig. S2 was shown the dispersion plot and the scatter plot of distribution of all of the expressed genes in HepG2 and Hep3B data. We showed number of up-down regulated and Venn diagrams analysis of common genes after NaB, Cur, Pip or combination treatment (P < 0.01, log_2_FC(fold change) > |1.5|) in Fig. 6.

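In HepG2 cells, 1308 genes were past the threshold after NaB (630 higher and 678 lower), 2571 after Cur and Pip (1203 higher and 1368 lower) and 2624 after the combination (1077 higher and 1547 lower), among 13428 genes with an FPKM of at least 1 in 1 or more of the 4 libraries. Among libraries labelled Hep3B, 1600 genes were past it after NaB (664 higher and 936 lower), 1387 after Cur and Pip (860 higher and 527 lower) and 1996 after the combination (906 higher and 1090 lower), among 13347. Between 930 (HepG2, NaB) and 1340 (HepG2, combination) of these genes in each comparison had no assigned transcript in 1 of the 2 libraries compared. Among the 10010 genes listed in all 4 HepG2 libraries, 320 were past the threshold after NaB (153 higher), 1228 after Cur and Pip (505 higher) and 1181 after the combination (471 higher). Among the 10463 listed in all 4 libraries labelled Hep3B, the counts were 584 (172 higher), 312 (180 higher) and 713 (245 higher). GAPDH, a glycolytic enzyme often taken as a reference gene, was at 555, 629, 1627 and 216 FPKM in the HepG2 control and after NaB, Cur and Pip, and the combination, and at 2776, 2920, 1647 and 1402 FPKM in the libraries labelled Hep3B. Its log2 fold change after the combination in HepG2 was −1.36, and 0.43 with transcript depth apportioned over annotated exons. With a pseudocount of 5 in place of 1, set before the data were examined, the 3 HepG2 counts were 595, 1121 and 1194 and those of the libraries labelled Hep3B 697, 661 and 946.

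**Figure D2:**
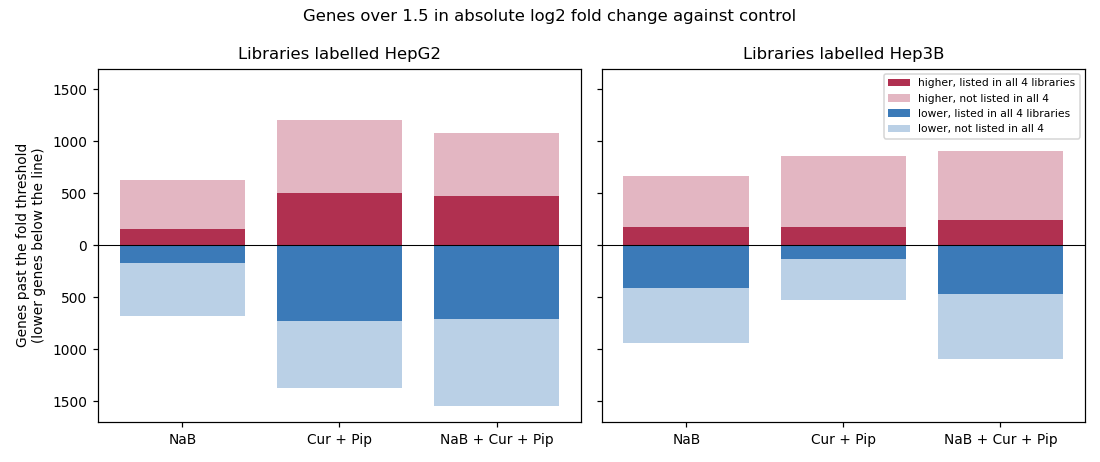
Number of genes past the absolute log2 fold change of 1.5 against the control of the same line (bars), for NaB, for Cur and Pip and for the combination in HepG2 (left) and in the libraries labelled Hep3B (right). Higher genes stand above the line and lower genes below it; the dark part counts genes listed in all 4 libraries of the line and the pale part the others. In HepG2 the combination bar holds 1077 higher genes, 471 of them dark, and 1547 lower genes.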

**Figure 5:**
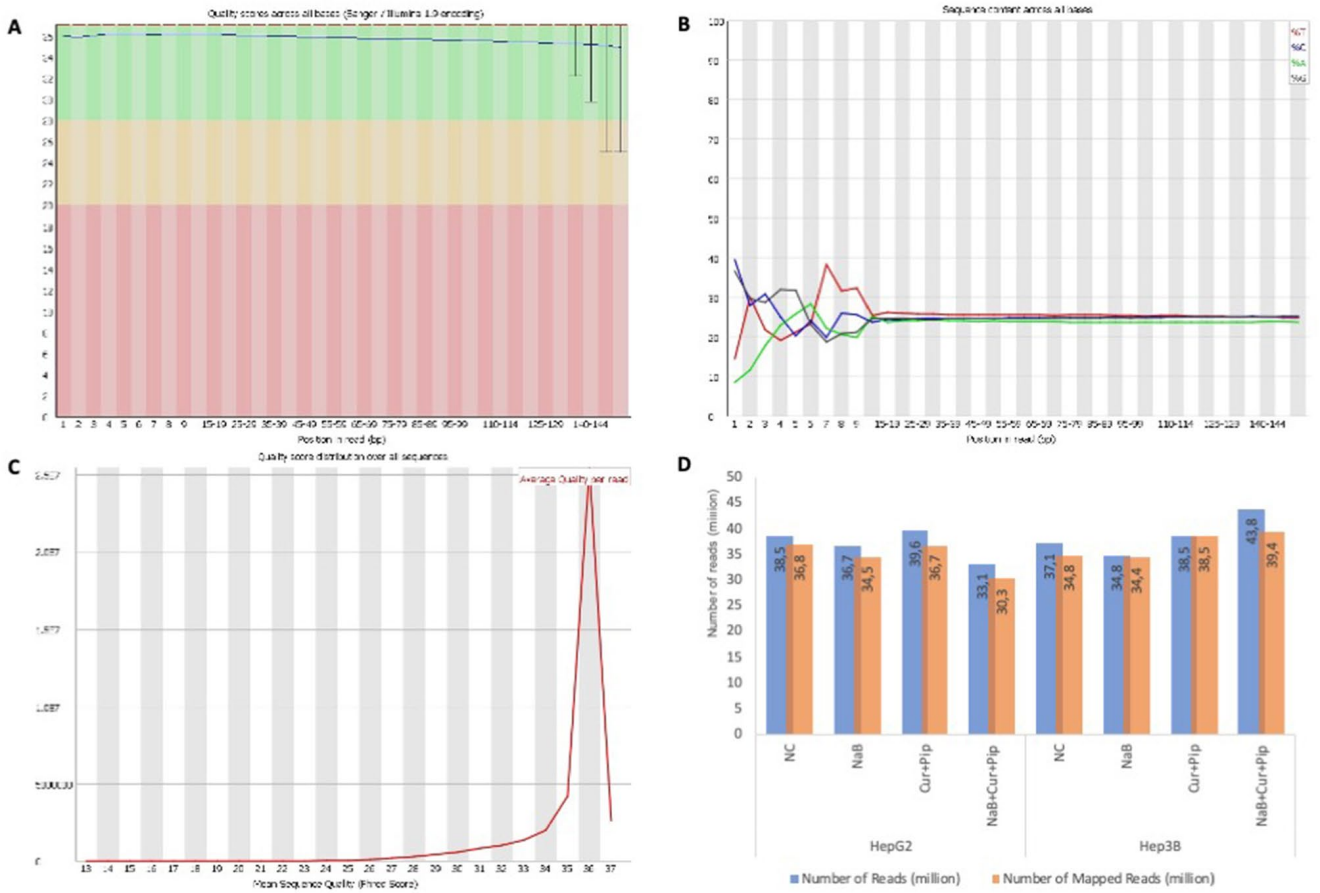
Quality control and statistics of the sequenced reads. (**A**) Distribution of quality scores by base pair. (**B**) The nucleotide content (A, T, C and G) in sequenced reads. (**C**) Distribution of the mean quality score by read. (**D**) The number of reads and mapped reads in HepG2 and Hep3B cells RNA-seq data.

**Figure 6:**
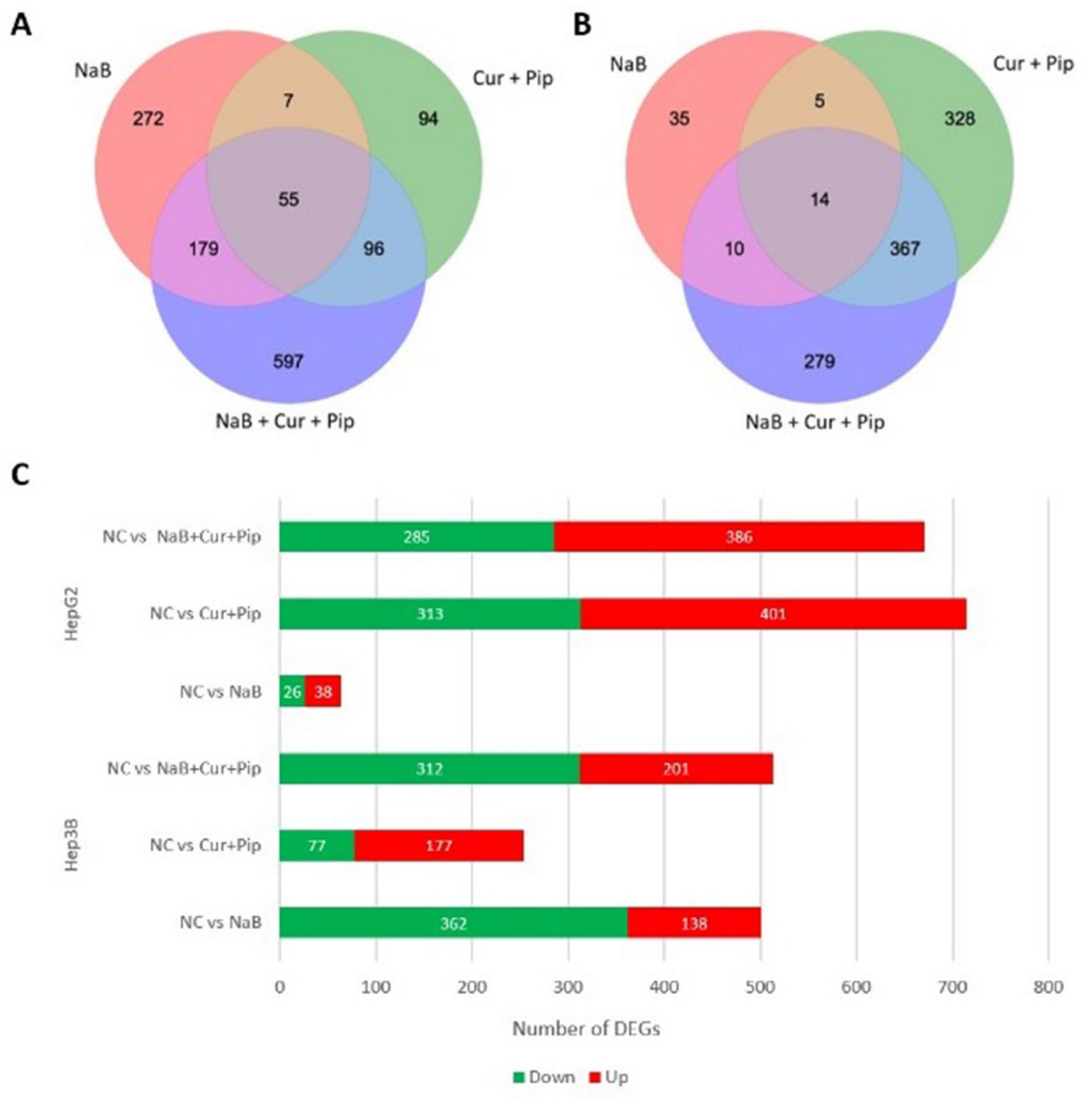
The overview of DEGs identified by RNA-seq analysis. (**A**) The Venn diagram shows NaB, Cur and Pip and their combination DEGs in HepG2 cells. (**B**) The Venn diagram shows NaB, Cur and Pip and their combination DEGs in Hep3B cells. (**C**) The number of DE up-regulated (red) and down-regulated (green) genes in HepG2 and Hep3B cells.

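In HepG2 cells the genes past the threshold after Cur and Pip and after the combination overlapped most: 1355 were shared in the same direction (546 higher and 809 lower), 52.7% of those after Cur and Pip. NaB shared 653 genes with the combination (290 higher and 363 lower) and 566 with Cur and Pip (285 higher and 281 lower), and 410 were past the threshold in the same direction in all 3. Within the libraries labelled Hep3B, NaB shared the larger number with the combination, 905 genes (389 higher and 516 lower), against 751 for Cur and Pip (451 higher and 300 lower). NaB and Cur and Pip shared 636 there, and 488 genes were common to all 3. Independent lists of these sizes would share 125.5 (NaB with Cur and Pip), 128.6 (NaB with the combination) and 254.1 genes (Cur and Pip with the combination) in HepG2, and 79.7, 121.5 and 101.4 in the libraries labelled Hep3B. The 3 treatments of a line share 1 control library, and simulated unchanged treatments set against it shared 0.6 to 2.76 genes on average over 100 simulations, with counting error only. Among genes listed in all 4 libraries, HepG2 shared 106 (NaB with Cur and Pip), 135 (NaB with the combination) and 632 (Cur and Pip with the combination), and the libraries labelled Hep3B 114, 276 and 154. Across these genes, which are not independent replicates, the log2 fold changes of Cur and Pip and of the combination correlated in HepG2 with a Pearson r of 0.749 (Spearman rho 0.72) and a covariance of 0.777, and those of NaB and of the combination with an r of 0.429 (rho 0.396) and a covariance of 0.292. In the libraries labelled Hep3B the corresponding values were an r of 0.641 (rho 0.656) with a covariance of 0.347, and an r of 0.686 (rho 0.678) with a covariance of 0.445. NaB and Cur and Pip correlated with an r of 0.32 (rho 0.289, covariance 0.216) in HepG2 and 0.524 (rho 0.482, covariance 0.261) in the libraries labelled Hep3B. Simulated unchanged treatments, which share the control, gave an r of 0.214 to 0.245 and covariances of at most 0.0054 for these genes. The simulated r depends on how the error drawn for the treated libraries compares with that of the control. It is thus no firm floor, and the measured r values do not test whether the treatments act alike. Part of each overlap and correlation may come from errors of the shared control library that the simulation does not hold.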

The top 20 enriched Gene Ontology (GO) terms in the categories and KEGG pathway terms for DEGs in HepG2 and Hep3B after combination treatment were shown in Fig. 7A–D, respectively. 

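After the combination in HepG2 cells, TNFRSF10D, a decoy receptor for the death ligand TRAIL, was at 87.0 FPKM against 14.2 in the control (log2 fold change 2.54), and BIK, a pro-apoptotic BCL2 family member, was at 6.53 against 1.23 (1.76). BAX, the effector that permeabilizes mitochondria, was lower, at 45.4 FPKM against 229 (−2.31), and BIRC5, which encodes the inhibitor of apoptosis survivin, was at 18.0 against 51.1 (−1.46). Under the Hep3B label, TNFRSF10D was at 19.4 FPKM after the combination against 3.82 (2.08), BIK at 8.36 against 2.88 (1.27), BAX at 29.6 against 98.5 (−1.70) and BIRC5 at 48.0 against 75.5 (−0.64). After NaB and after Cur and Pip in HepG2, TNFRSF10D was at 16.4 and 55.2, BIK at 6.31 and 2.4, and BIRC5 at 29.1 and 9.93. BAX was at 128.6 after NaB there, with no assigned transcript after Cur and Pip. With the Hep3B label the levels were 14.8 and 5.46 (TNFRSF10D), 7.72 and 2.95 (BIK), 64.1 and 66.1 (BIRC5), and 70.4 and 103.6 (BAX). BIK was almost as high after NaB as after the combination in both sets, and BIRC5 in HepG2 was lowest after Cur and Pip. Of 43 measured genes of the apoptosis machinery, listed before the data were examined, 5 were past the threshold upwards and 6 downwards after the combination in HepG2, and 4 and 1 in the libraries labelled Hep3B. Of the members listed in both libraries compared, 4 were past it upwards and 1 downwards in HepG2, and 3 and 1 in the libraries labelled Hep3B. The median log2 fold change of the list was 0.08 in HepG2 and −0.02 in the libraries labelled Hep3B, at percentiles of 80.2 and 75.1 among 10000 random lists of the same size matched on mean expression. Over the members listed in all 4 HepG2 libraries the median was 0.36 (percentile 98.9). After Cur and Pip in HepG2 the median over all 43 measured members was 0.34 (percentile 98.9), with 1 past the threshold upwards and 6 downwards, of which 1 and 3 were listed in both libraries. The list holds genes that promote apoptosis and genes that block it, so its median gives no direction for cell death. The lists of ferroptosis and of cellular senescence are mixed in the same way. With transcript depth apportioned over annotated exons, BAX in the libraries labelled Hep3B moved to −0.63 and was within the threshold.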

The enriched functions of the DEGs in both of HCC cells include apoptotic process, regulation of biological quality and catalytic activity and related cell death terms. Also, the results and KEGG pathway enrichment analysis showed that the genes regulated by combination therapy were significantly involved in cancer-related pathways such as apoptosis, ferroptosis, cellular senescence, cell cycle, p53 signaling pathway, MAPK signaling pathway, IL-7 signaling pathway and TNF signaling pathway.

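Genes of the cell cycle were lower after the combination in both sets of libraries, and most comparisons of the single treatments gave lower medians as well. MCM5, a subunit of the replicative helicase, was at 6.26 FPKM against 31.0 in HepG2 cells (log2 fold change −2.14) and at 32.5 against 143 in the libraries labelled Hep3B (−2.10). AURKB, a mitotic kinase, was at 6.60 against 32.9 in HepG2 (−2.16) and at 68.9 against 67.4 in the libraries labelled Hep3B (0.03). PRC1, which bundles microtubules at the end of mitosis, was at 10.9 against 29.6 (−1.36) and at 46.3 against 127 (−1.44). None of 36 measured G1/S genes was past the threshold upwards; 9 were past it downwards in HepG2 (median −0.84, percentile 0.0 among 10000 random lists) and 5 in the libraries labelled Hep3B (median −0.81, percentile 0.0). Of 35 measured G2/M genes, 5 were past it downwards in HepG2 (median −0.83, percentile 0.1) and 2 in the libraries labelled Hep3B (median −0.53, percentile 1.0). The falls in HepG2 were no smaller after Cur and Pip, with 10 G1/S genes (median −1.04) and 15 G2/M genes (median −1.35) past the threshold downwards and 1 G2/M gene upwards. After NaB there, 8 G1/S genes (median −0.85) and 1 G2/M gene (median −0.35) were past it downwards and 1 G2/M gene upwards. The Hep3B medians were −0.46 after NaB and −0.47 after Cur and Pip for G1/S genes, with 2 past it downwards after each, and −0.03 (percentile 71.4) and −0.49 for G2/M genes, with none past it.
Ferroptosis genes moved both ways. SLC3A2, the heavy chain of the cystine transporter, was at 669 FPKM against 133 in HepG2 (2.32) and at 754 against 267 in the libraries labelled Hep3B (1.49), and SAT1, which acetylates polyamines, was at 712 against 134 (2.40) and at 177 against 37.9 (2.20). CP, which encodes ceruloplasmin, was at 1.18 against 15.3 (−2.90) and at 1.91 against 11.8 (−2.14). Of 34 measured ferroptosis genes, 5 were past the threshold upwards and 7 downwards in HepG2 (median 0.22, percentile 99.0). Within the libraries labelled Hep3B, 2 of 32 were past it upwards and 5 downwards (median −0.17, percentile 42.4). After Cur and Pip, 7 were past it upwards and 7 downwards in HepG2 (median −0.20, percentile 31.1). After the combination, 4 of the ferroptosis genes listed in both libraries compared were past it upwards and 5 downwards in HepG2. In the libraries labelled Hep3B, 2 were past it upwards and 1 downwards. For G1/S genes listed in both, 7 and 4 were past it downwards, and for G2/M genes 3 and 1. About 5% of random lists would by construction stand outside the central 95%. The share for unchanged lists of genes that move together was not tested. After the combination, 4 of 29 lists stood outside as higher and 11 as lower in HepG2, and 6 and 6 in the libraries labelled Hep3B. A place outside is thus common in these data, and 1 percentile alone is weak evidence. The percentage of single-exon transcripts is also higher in every treated library than in its control. Whether the cell lines differ was not tested.

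**Figure D3:**
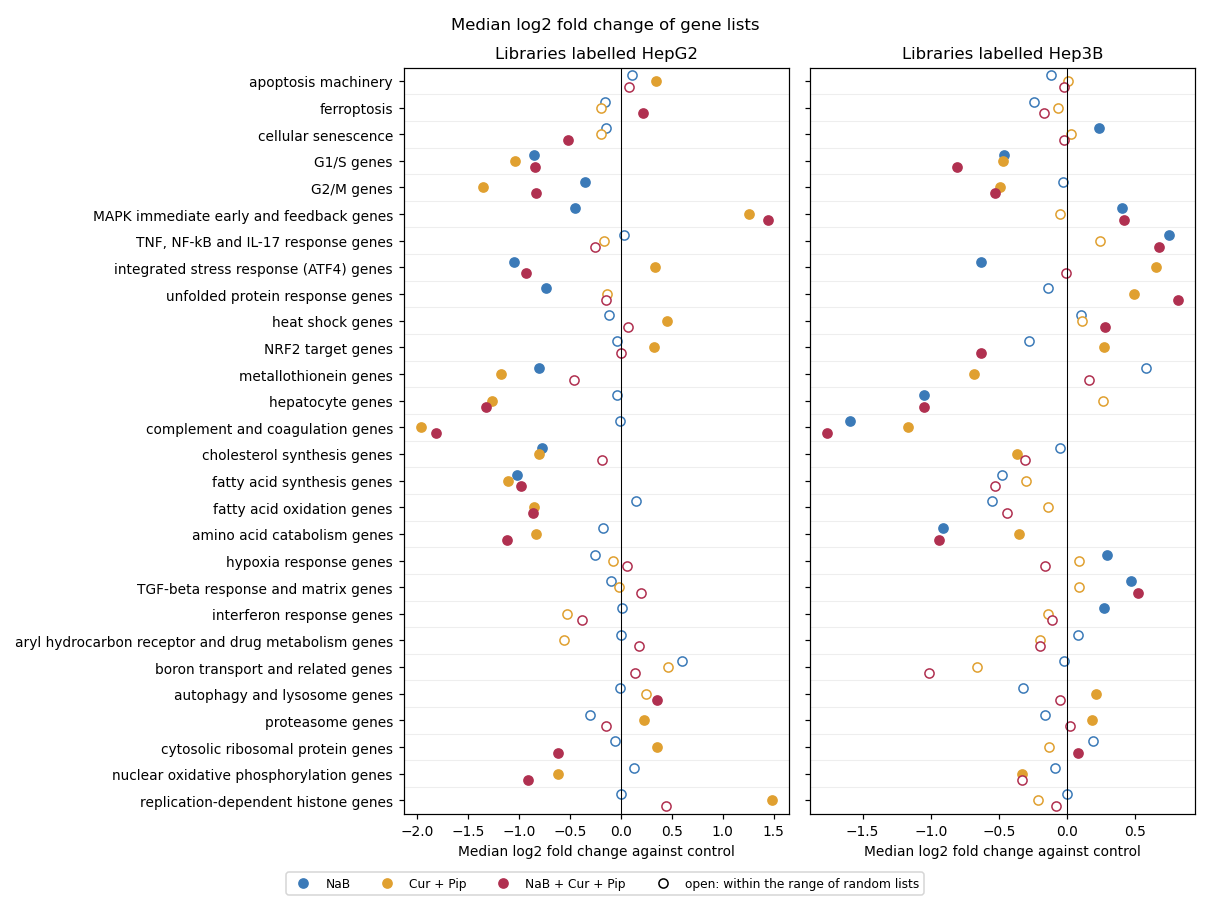
Median log2 fold change against control of 28 gene lists (x axis) after NaB, Cur and Pip, or the combination (colours), in HepG2 (left) and in the libraries labelled Hep3B (right). Filled dots lie outside the central 95% of random lists matched on expression, and open dots lie within them. The G1/S dot of the combination lies at −0.84 on the left and −0.81 on the right.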

**Figure 7:**
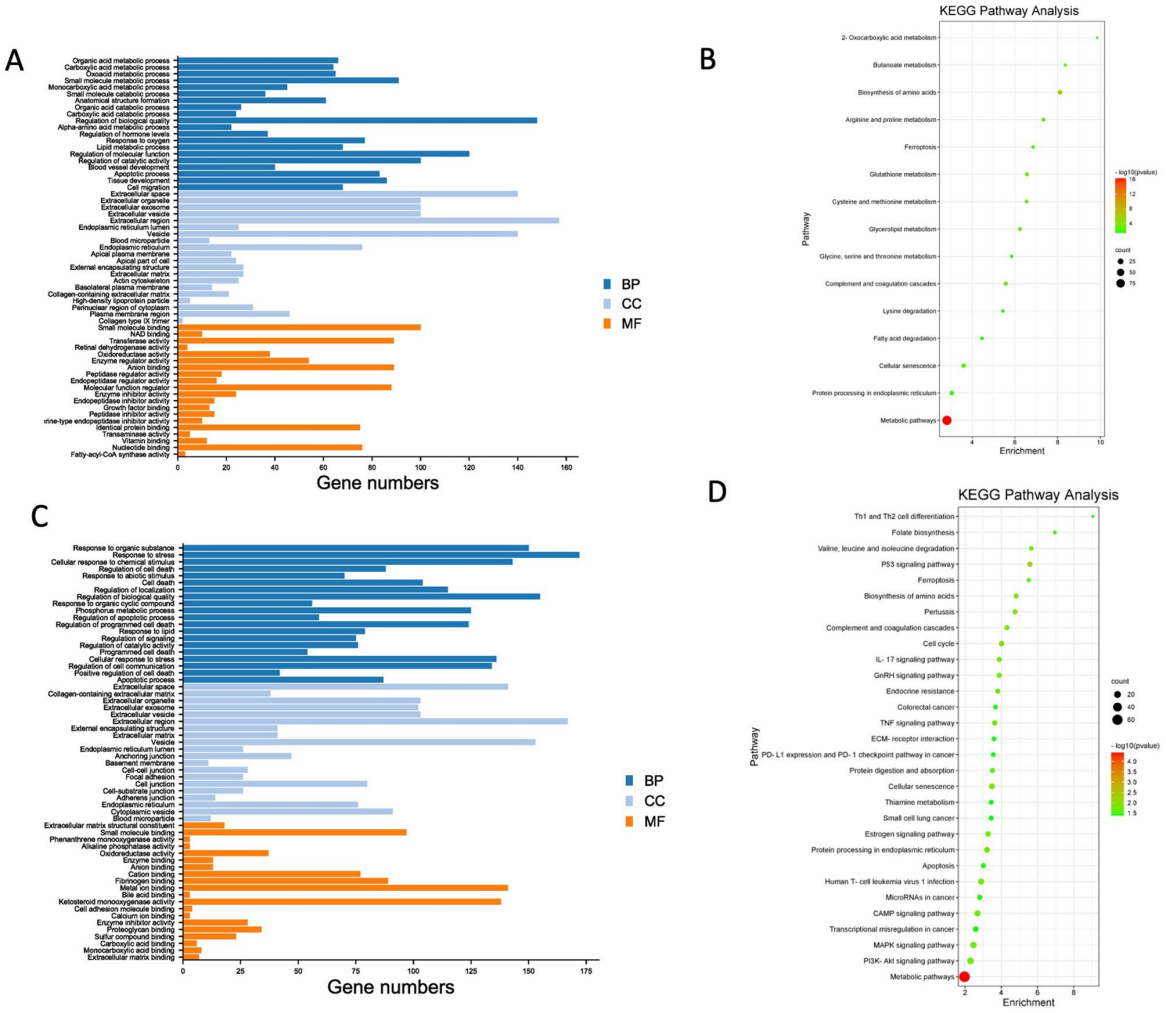
The top 20 Gene Ontology (GO) [Biological process (BP); Cellular component (CC), Molecular function (MF)] and KEGG pathway results for combination DEGs. (**A**) The GO results of combination DEGs in HepG2 cells. (**B**) The KEGG pathway results of combination DEGs in HepG2 cells. (**C**) The GO results of combination DEGs in Hep3B cells. (**D**) The KEGG pathway results of combination DEGs in Hep3B cells**.**

A heatmaps of the genes associated with the apoptotic process is shown in Fig. 8A and B. The gene expression patterns from untreated cells to NaB or Cur and Pip treatment were similar than that from untreated cells to combination treatment within the GO apoptosis process term. Furthermore, some similar synergistic effected genes to a provided expression profiles after combination treatment were shown in Fig. 8C.

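Of the 73 gene labels read by eye from Fig. 8A, 70 were measured in HepG2 cells and 55 were listed in all 4 libraries. The paper chose these genes on the same libraries, so their direction is not independent evidence. Among the 55, the log2 fold change after Cur and Pip had the sign of that after the combination in 55 genes and that after NaB in 32. The median absolute log2 fold change was 0.41 after NaB, 2.07 after Cur and Pip and 2.27 after the combination. Across the 55 genes, which are not independent replicates, the Pearson r with the combination was 0.95 (Spearman rho 0.89) for Cur and Pip and 0.28 (rho 0.32) for NaB. After the combination 31 were past the threshold upwards and 19 downwards; NaB had 5 past it and Cur and Pip had 37. Of the 74 labels read from Fig. 8B, 65 were measured in the libraries labelled Hep3B and 59 were listed in all 4. There the sign matched that of the combination in 58 genes for Cur and Pip and in 54 for NaB, with an r of 0.88 (rho 0.88) and 0.78 (rho 0.72). The median absolute log2 fold change was 1.03 after NaB, 0.72 after Cur and Pip and 1.67 after the combination, and 16, 7 and 36 genes were past the threshold. The treatments share 1 control library per line, which by itself raises these correlations. No value for unchanged treatments is given for these genes, so the correlations do not test whether the treatments act alike.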

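In HepG2 cells AQP3, a water and glycerol channel, was at 7.13 FPKM in the control, 13.5 after NaB, 151 after Cur and Pip and 267 after the combination (log2 fold change 5.04). RRAD, a small GTPase of the RGK family, ran from 3.21 through 8.87 and 52.0 to 127 FPKM in the same order (4.93). In the libraries labelled Hep3B, ARC, an immediate early gene known from neurons, was at 0.34, 1.22, 13.6 and 21.2 FPKM (4.05), and PTGS1, which encodes cyclooxygenase-1, was lower in every treated library, at 7.00 after NaB, 17.6 after Cur and Pip and 4.35 after the combination against 110.9 FPKM in the control (−4.39). The combination was past the threshold and at least 1.49-fold beyond both single treatments in 1068 genes in HepG2 (479 higher and 589 lower) and in 828 in the libraries labelled Hep3B (394 higher and 434 lower). With the roles of the 3 treatments exchanged, the same count was 1071 genes for Cur and Pip and 575 for NaB in HepG2, and 538 and 534 in the libraries labelled Hep3B. Among genes listed in all 4 libraries it was 451 for the combination, 498 for Cur and Pip and 142 for NaB in HepG2, and 293, 104 and 209 in the libraries labelled Hep3B. With 1 library per condition there is no spread to set these counts against.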

**Figure 8:**
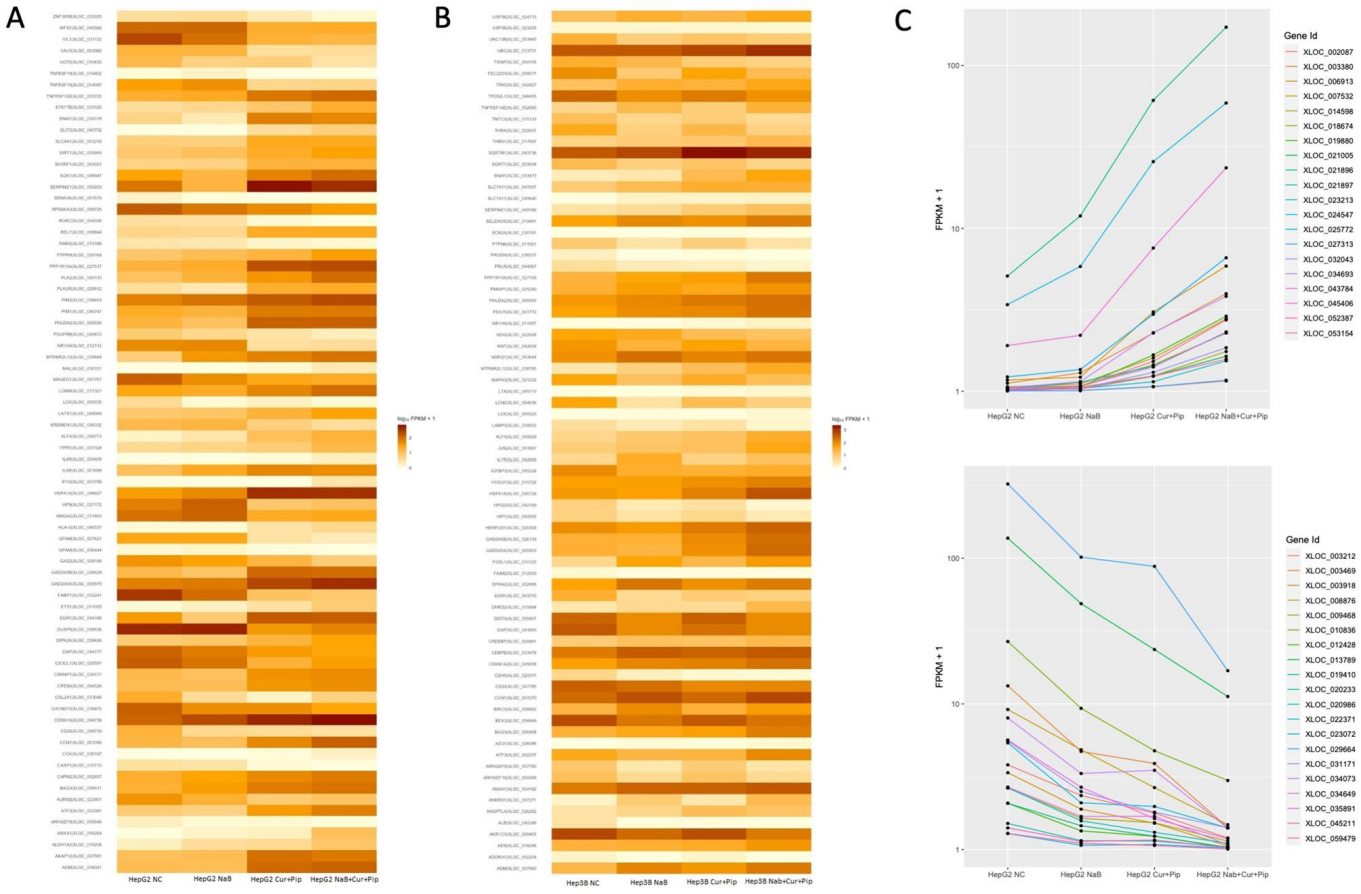
Heatmaps of combination DEGs in GO BP apoptotic process term and some similar effected combination DEGs. (**A**) The heatmap of DEGs after combination treatment in HepG2 cells. (**B**) The heatmap of DEGs after combination treatment in Hep3B cells. (**C**) The expression profiling of some synergistically affected DEGs in combination treatment.

### Validation of the RNA‐seq results using qRT-PCR

To validate the results of DEGs (p-value < 0.05) in transcriptome sequencing, *GADD45A* (Growth Arrest and DNA Damage Inducible Alpha), *BBC3* (BCL2 Binding Component 3) *CDKN1A* (Cyclin Dependent Kinase Inhibitor 1A), *PMAIP1* (Phorbol-12-Myristate-13-Acetate-Induced Protein 1) and *SERPINE1* (plasminogen activator inhibitor-1, PAI-1) which are apoptotic cell death related genes were selected for qRT-PCR. Compared to the NaB or Cur alone treated HepG2 cells, *GADD45A*, *BBC3*, *PMAIP1* and *SERPINE1* were up-regulated in combination treated groups (Fig. S3A). On the other hand, the combination treatment of NaB, Cur and Pip up-regulate *GADD45A*, *CDKN1A*, *PMAIP1* and *SERPINE1* genes in Hep3B cells compared to NaB or Cur alone treated groups (Fig. S3B).

## Discussion

HCC is a common type of cancer that is caused by cirrhosis of the liver^26^. It is the most malignant primary human liver cancer, which is the sixth most common diagnosed cancer type and the third cause of cancer-related deaths in the world^27,28^. First line therapy methods include surgical, radiotherapy and chemotherapy^29^. However, poor therapeutic profile and high recurrence rate leads for the need of new strategy approaches and effective anti-cancer agents in treatment of HCC.

Various new agents besides chemotherapeutic drugs for cancer treatments have recently been discovered and boron-based agents are one of the forefront agents^27^. Studies have shown that boron derivatives have lethal effect on cancer cells by inhibiting cell division and increasing apoptosis. It can be used as anti-cancer agents in various cancers, such as the breast, lung, and prostate^30^. Previously, we have demonstrated that sodium perborate causes anti-proliferative and apoptotic effect in HepG2 and Hep3B cell lines^5^. NaB, also a boron derivative, is an effective agent cancer and shows SIRT3 activity in HCC Hep3B cell lines^14^. Although these boron derivative molecules show anti-cancer effect on HCC cells, high killing doses are needed. Thus, combination therapy is applied by combining two or more anti-cancer agents to increase the effectiveness of the agents on cancer cells and create a synergistic effect. It is also a treatment that can develop more effective cancer drugs^31^.

Cur shows anti-proliferative, apoptotic, and anti-oxidative properties on many cancers, along with its pharmacological effects in many cancer types^32^. However, limitations on pharmacological activity of Cur along with its low bioavailability and short half-life^17^, is a major issue to be used as anti-cancer agent alone. Studies show that Pip solves this problem by improving Cur’s poor bioavailability^18^ and enhances anti-cancer effect in many cancer cells^19,20^. Furthermore, Cur can be used alone or in combination with other drugs, targets signaling pathways that trigger cancer development^33^. Anti-cancer studies show that Cur composes a synergistic effect with different anti-cancer drugs such as the PI3K inhibitor^34^ and erlotinib^35^. Cur and 5-fluorouracil showed synergistic effect on HCC cells, leading to an increase in efficacy of 5-fluorouracil and decrease of concentration usage of 5-fluorouracil^36^. When drugs used in chemotherapy are applied as monotherapy on cancer cells, both high doses are applied, and their effects on cells are weak. For this reason, combination studies are essential in cancer studies.

In this study, we aimed to create a synergistic effect in HCC HepG2 and Hep3B cell lines by combination treatment of NaB, Cur and Pip. The current study investigated the cytotoxic, cell cycle arrest and apoptotic cell death effects of NaB, Cur and Pip in HCC cells, alone or in combination therapy. In addition, RNA-seq analyses were used to explore the molecular mechanism of NaB, Cur and Pip on HCC cells, followed by RT-qPCR to perform validation studies.

To characterize the cytotoxic effect of NaB, Cur and Pip, we first investigated the cell viability of HepG2 and Hep3B cells treated with either alone or in combination of NaB, Cur and Pip. Our cytotoxicity results show that HCC cells treated with NaB, Cur or Pip alone demonstrated a decrease in cell viability in time and dose dependent matter. Recent studies show IC_50_ concentration of HepG2 cells with boric acid and sodium perborate was determined as 24 mM and 1.13 mM^37^. Our results showed that NaB treated alone HepG2 and Hep3B cells had an IC_50_ value of 7.6 mM and 6.5 mM.

In combination therapy the effective dose was decreased to 2.5 mM and 1.7 mM for HepG2 and Hep3B cells, respectively. Thus, it was observed that low concentrations of NaB, Cur and Pip formed a synergistic effect, statistically significantly reduced the cell viability of HepG2 and Hep3B cells according to the time and dose manner. When the CI value is CI < 1, it shows a synergy in combination treatment^38,39^, thus our results show synergistic effect as the CI value for both HCC cells are less than one. Therefore, in this study we have shown that combination therapy NaB, Cur or Pip increased the effectiveness of the agents on cancer cells and create a synergistic effect by lowering the dosage of NaB.

To determine the effect of combination treatment of NaB, Cur and Pip on healthy cells, HUVEC was chosen as model cell line. Sodium perborate did not cause a significant decrease in cell viability of HUVEC cells compared to HCC cells^5^ and our results are in consistency with literature as HUVEC showed less toxicity compared to HCC cells when treated with the same combination dosage of NaB, Cur and Pip.

Next, we investigated the apoptotic cell death and cell cycle progression in HCC cells when treated with NaB alone or combined with Cur and Pip. The combination study revealed that the apoptotic effect on cancer cells increased compared to alone treatment of NaB in HCC cells. Thus, combination treatment of NaB, Cur and Pip showed synergistic effect in apoptotic cell death of both HCC cells. Sodium perborate arrested cell cycle of HepG2 and Hep3B cells in G0/G1 phase^5^. Similarly, our results show that combination of NaB, Cur and Pip arrested HCC cells at G0-G1 phase.

To further explore the molecular mechanism of effect of NaB, Cur and Pip treatment and their combination treatment on two different HCC cells, we performed the gene expression profiling by RNA-seq on HCC cells. To identify genes regulated by NaB, Cur and Pip and their combination treatment, determine synergistic effect on gene regulation and further elucidate the molecular mechanism by which NaB, Cur and Pip combination inhibits HCC cell proliferation, transcriptome analysis were carried out on NaB, Cur and Pip, their combination treatment and non-treatment of HCC cells. 

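Among the highest genes after the combination in HepG2 cells were VGF, a secreted neuropeptide precursor, at 93.9 FPKM against 2.97 in the control (log2 fold change 4.58), IL11, a cytokine of the IL-6 family, at 140.9 against 5.11 (4.54), and MMP3, a matrix metalloproteinase, at 59.3 against 1.70 (4.48). Among the lowest were SULT2A1, a hepatic sulfotransferase, at 5.18 against 138 (−4.49), and VIL1, the actin-binding protein villin, at 6.77 against 156.6 (−4.34). ACSM3 was at 1.15 FPKM against 95.7 (−5.49), HP at 9.27 (−4.68) and SLC6A14 at 0.99 against 86.4 (−5.45). Under the Hep3B label, DDIT3, which encodes the stress transcription factor CHOP, was at 199.8 FPKM against 8.46 (4.41), ID2, an inhibitor of bHLH transcription factors, at 27.0 against 1.14 (3.71), and ALPI was lower at 26.3 FPKM (−4.16). With transcript depth apportioned over annotated exons, chosen after seeing the data, 7 of the 10 highest and 9 of the 10 lowest protein-coding genes of the combination stayed past the threshold in HepG2, and 6 and 8 in the libraries labelled Hep3B. HP moved to −3.12. A gene that did not stay is VPS53, a subunit of a vesicle tethering complex, with a log2 fold change of 10.32 in the libraries labelled Hep3B and −0.02 with apportioned depth.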

A total of 671 and 513 DEGs were observed in NaB, Cur and Pip combination treatment of HepG2 and Hep3B, respectively. These DEGs were further analyzed by GO functional enrichment which was annotated into biological process (BP), cellular component (CC), molecular function (MF) classifications and KEGG pathway enrichment analysis. The top 20 GO enriched classes and KEGG pathway results of combination DEGs of HepG2 and Hep3B cells are shown in Fig. 7. 

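Early response genes of MAPK signaling were higher in HepG2 cells after the combination: 15 of 31 measured genes were past the threshold upwards and none downwards, with a median log2 fold change of 1.44 (percentile 100.0 among 10000 random lists). After Cur and Pip there, 12 were past it upwards and none downwards (median 1.26, percentile 100.0), and after NaB 2 and 1 (median −0.45, percentile 0.0). IER2, an immediate early gene, was at 153.6 FPKM against 11.8 (3.60), KLF4, a transcription factor, at 9.84 against 0.40 (2.95), and FOS, a subunit of AP-1, at 43.8 against 7.91 (2.33). Among libraries labelled Hep3B, 4 of 30 were past it upwards and 4 downwards (median 0.42, percentile 99.9), and the medians after NaB and after Cur and Pip were 0.40 (percentile 100.0) and −0.05 (percentile 35.6). There, after the combination, KLF4 was at 17.9 against 4.30 (1.84) and JUN, the other subunit of AP-1, at 38.9 against 8.14 (2.13), while FOS was at 51.3 against 168 (−1.70) and EGR1, a zinc finger transcription factor, at 4.18 against 18.8 (−1.94). EGR1 in HepG2 was at 94.7 against 24.3 (1.92). Response genes of TNF, NF-kB and IL-17 had a median of 0.67 (percentile 99.9) in the libraries labelled Hep3B, where 4 of 21 were past the threshold upwards and 1 downwards, and of 0.75 (percentile 100.0) after NaB there, again with 4 and 1. After the combination RELB, an NF-kB subunit, was at 14.3 FPKM against 2.99 (1.94), and LCN2, which encodes lipocalin-2, was at 5.36 against 38.4 (−2.63). In HepG2 the median was −0.25 (percentile 13.7), with 4 of 22 past it upwards and 3 downwards, and ICAM1, an adhesion molecule, was at 19.0 against 139.5 (−2.81). After NaB in the libraries labelled Hep3B, genes of cellular senescence had a median of 0.23 (percentile 99.7), with 1 past the threshold upwards and 1 downwards. That median reversed with the largest transcript of each gene. The percentile was 78.1 after Cur and Pip there, and 7.8 and 22.1 after NaB and after Cur and Pip in HepG2. After the combination these genes had a median of −0.52 (percentile 1.5) in HepG2, with 7 of 36 past the threshold upwards and 8 downwards. In the libraries labelled Hep3B it was −0.02 (percentile 76.5), with 7 of 38 past the threshold upwards and 3 downwards. Of the members listed in both libraries compared, early response genes had 15 past it upwards and 0 downwards in HepG2 and 2 and 2 in the libraries labelled Hep3B, those of TNF, NF-kB and IL-17 had 2 and 2, and 3 and 1, and those of senescence had 6 and 7, and 7 and 2. GADD45B, a stress-induced regulator of MAPK kinases, was at 179 FPKM against 7.68 in HepG2 (4.37) and at 217 against 15.7 in the libraries labelled Hep3B (3.70). CCND1, which encodes cyclin D1, was at 12.6 against 56.7 in HepG2 (−2.09) and at 57.8 against 39.6 in the libraries labelled Hep3B (0.54).
Between the cell lines, the log2 fold changes of the combination correlated across 11330 genes with a Pearson r of 0.299 (Spearman rho 0.393). In both, 214 genes were past the threshold upwards and 286 downwards, where independent lists would share 51.3 and 89.8, and 127 were past it in opposite directions, where independent lists would hold 135.7. Among 8512 genes listed in every library the r was 0.432 (rho 0.456), with 63 higher in both, 93 lower in both and 11 opposite. The lines share no library. A limma fit over all 8 libraries with the cell line as a term, which asks for a change shared by both and has 3 residual degrees of freedom, called 16 of 13865 genes at an adjusted p under 0.05 for the combination (5 higher and 11 lower; 1634 at an unadjusted p under 0.05). The 16 became 4 with pseudocount 5, 67 with pseudocount 0.1 and 0 to 4 with each library left out in turn (0 in 6 of the 8 fits). The 16 include GPX1, a glutathione peroxidase with no assigned transcript in the combination library of either line (adjusted p = 0.0176 from limma), and every one of them was unlisted in 1 or more libraries. Among 8551 genes listed in all 8 libraries, a restriction chosen after seeing the data, limma called 0 (1635 at an unadjusted p under 0.05). The libraries labelled Hep3B list RB1 and few hepatocyte genes, so this fit compares HepG2 with cells whose identity is open. GPX1 was chosen after its values were seen.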

The GO results indicated that combination DEGs were significantly involved in apoptotic process GO term in both HCC cell lines and KEGG results showed that combination DEGs were significantly involved in cancer-related different signaling pathways such as apoptosis, ferroptosis, cellular senescence, cell cycle, p53 signaling pathway, MAPK signaling pathway, IL-7 signaling pathway and TNF signaling pathway. According to a previous study, the results of the microarray analysis of boric acid treated HepG2 cells showed that boric acid induced cell cycle, DNA replication and p53 signaling pathways^37^. Treatment of sodium perborate on HepG2 and Hep3B cells induced apoptosis and cell cycle related terms in RNA-seq GO and KEGG analysis^5^, which is consistent with our results. Besides, an array-based study of Cur treated five HCC cell lines showed that up-regulated and down-regulated DEGs enriched in TNF signaling pathway, NF-kappa B signaling pathway, TGF-beta signaling pathway and AMPK signaling pathway^40^. Thus, our results were in consistent with literature (Fig. 7).

*SERPINE1* plays an important role in p53 pathway^41^ and *PMAIP1* gene also inhibits proliferation and has a role in induction of apoptosis^42^. Previously we have shown that sodium perborate increases *SERPINE1* and *PMAIP1* genes expression in both HCC cells^5^. Similarly, our RNA-seq analysis of combination treatment of NaB, Cur and Pip in HepG2 and Hep3B cells showed increase in *SERPINE1 and PMAIP1* genes expression. Furthermore, our results demonstrate an increase in *GADD45A* gene expression in HepG2 and Hep3B cells. 

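PMAIP1, which encodes the pro-apoptotic BH3-only protein NOXA, lies on chromosome 18 of GRCh38 from 59899996 to 59904305. In HepG2 it was at 1.91 FPKM in the control (Cufflinks 95% interval 1.54 to 2.29), 2.39 after NaB (log2 fold change 0.22), 4.88 after Cur and Pip (1.01) and 11.0 after the combination (10.0 to 12.0; 2.04). In the libraries labelled Hep3B it was at 15.5 (14.3 to 16.6), 43.9 (1.45), 27.4 (0.79) and 54.2 (51.2 to 57.2; 1.75). With a pseudocount of 5 the log2 fold change after the combination was 1.21 in HepG2, within the threshold. In the limma fit over both lines the change after the combination was 1.89 (standard error 0.47, adjusted p = 0.368 from limma). In simulated data that fit recovered 0% of genes changed by 1.5 and 50% of those changed by 3. An adjusted p over 0.05 is thus no evidence against a change of this size, here or for GADD45A, BBC3 and CDKN1A below.

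**Figure D4:**
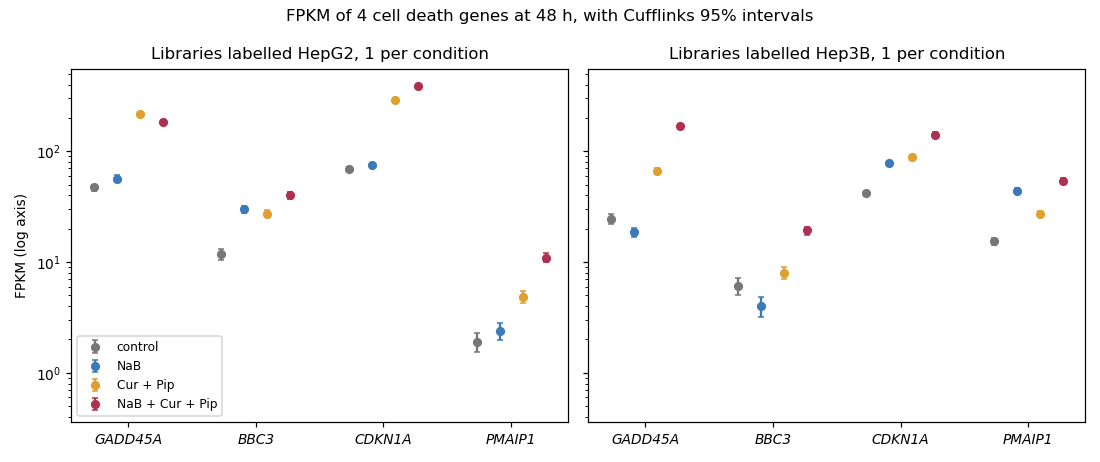
FPKM of GADD45A, BBC3, CDKN1A and PMAIP1 (log axis) in the 4 HepG2 libraries (left) and the 4 libraries labelled Hep3B (right) at 48 h. Each dot is 1 library, coloured by treatment. The bars are built from the Cufflinks 95% intervals of the gene's transcripts, which hold no spread between cultures. The dots of the combination lie above those of the control for each of the 4 genes on both sides, and for PMAIP1 the dot of the combination lies highest, at 11.0 and 54.2 FPKM.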

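GADD45A, which encodes a growth arrest and DNA damage protein, lies on chromosome 1 of GRCh38 from 67685201 to 67688334. In HepG2 cells it was at 47.2 FPKM in the control (Cufflinks 95% interval 44.3 to 50.1), 56.6 after NaB (52.5 to 60.8), 218 after Cur and Pip (208 to 228) and 184 after the combination (176 to 192). The log2 fold changes were 0.26, 2.19 and 1.94. Under the Hep3B label it was at 24.6 FPKM in the control (22.0 to 27.1), 18.6 after NaB (16.8 to 20.4), 66.8 after Cur and Pip (63.0 to 70.7) and 169 after the combination (161 to 177), with log2 fold changes of −0.38, 1.41 and 2.73. With transcript depth apportioned over annotated exons, chosen after seeing the data, the values for GADD45A were −0.44, 2.42 and 2.15 in HepG2 and 0.37, 2.24 and 2.85 in the libraries labelled Hep3B, so the sign after NaB turned in both and Cur and Pip passed the threshold in both. The shared change after the combination in the limma fit over both lines was 2.34 (standard error 0.47, adjusted p = 0.351 from limma).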

*GADD45A* gene plays a essential roles in regulation of many cellular functions including DNA repair, cell cycle arrest control, pro-apoptotic activity and tumor growth suppression^43^. Besides, *BBC3* gene shows a pro-apoptotic gene activity^44^ and raises in HepG2 cells with treatment combination of NaB, Cur and Pip compared to NaB or Cur alone treated HepG2 cells. Also, in combination of NaB, Cur and Pip treated Hep3B cells, *CDKN1A* gene which has a role in regulation of cell cycle process^45^ showed upregulated compared to NaB or Cur alone treated Hep3B cells. 

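BBC3, which encodes the pro-apoptotic BH3-only protein PUMA, lies on chromosome 19 of GRCh38 from 47220822 to 47232766. In HepG2 cells it was at 11.7 FPKM in the control (Cufflinks 95% interval 10.4 to 13.1), 30.0 after NaB (27.9 to 32.1), 27.4 after Cur and Pip (25.3 to 29.5) and 40.1 after the combination (37.4 to 42.8). The log2 fold changes against control were 1.28, 1.16 and 1.69, so the combination was past the threshold and the single treatments were within it. With a pseudocount of 5 the combination was at 1.43, also within it. Among libraries labelled Hep3B, BBC3 was at 6.10 FPKM in the control, 4.00 after NaB, 8.03 after Cur and Pip and 19.3 after the combination (17.7 to 20.9), with log2 fold changes of −0.51, 0.35 and 1.52. There a pseudocount of 5 gave 1.13 for the combination, within the threshold. The libraries hold Cur with Pip, not Cur alone. In the limma fit over both lines the change after the combination was 1.60 (standard error 0.51, adjusted p = 0.381 from limma).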

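CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, lies on chromosome 6 of GRCh38 from 36676460 to 36687337. Within the libraries labelled Hep3B it was at 41.6 FPKM in the control (Cufflinks 95% interval 39.2 to 44.0), 77.9 after NaB (74.2 to 81.7), 88.4 after Cur and Pip (84.0 to 92.8) and 141 after the combination (135 to 148). The log2 fold changes against control were 0.89, 1.07 and 1.74. In HepG2 cells CDKN1A was at 68.6, 75.0, 292 and 387 FPKM, with log2 fold changes of 0.13, 2.07 and 2.48. Taking only the largest transcript of the gene, the change after the combination in the libraries labelled Hep3B was 0.88, within the threshold. In the limma fit over both lines it was 2.11 (standard error 0.51, adjusted p = 0.368 from limma).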

We have validated the accuracy of the RNA-seq data using RT-qPCR analyses.

In summary, our results demonstrated that combination treatment of NaB, Cur and Pip had synergistic effect in HepG2 and Hep3B cell lines. The combination of NaB, Cur and Pip inhibits cell proliferation and induces apoptosis in HCC cells compared to NaB or Cur alone treated HCC cells. We further examined the gene expression pattern of NaB, Cur and Pip treatment and their combination treatment on two different HCC cell lines using RNA-seq. According to these results, the expression level of some DEGs demonstrated the synergistic effect in combination of NaB, Cur and Pip treated HCC cells compared to NaB or Cur alone treated HCC cells and NaB, Cur and Pip affected DEGs regulated several anti-cancer mechanisms. These findings suggested that combination of NaB, Cur and Pip may be a promising drug in the clinical treatment of HCC.

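On the log scale, the combination differed from the sum of the single treatments by over 1.5 in 826 of 10010 genes listed in all 4 HepG2 libraries (400 above and 426 below) and in 576 of 10463 genes in the libraries labelled Hep3B (290 above and 286 below); over all genes kept the counts were 2626 and 2135. The SD of the difference was 0.901 and 0.81 across the genes listed in all 4 libraries. Of these, the genes past the threshold upwards after the combination in HepG2 had a median log2 fold change of 1.91, and the sum of the changes after NaB and after Cur and Pip had a median of 1.96; for those past it downwards the medians were −1.96 and −2.11. In the libraries labelled Hep3B they were 1.89 against 2.09 and −1.84 against −2.26. These genes were chosen by their change after the combination, and 1 control library enters both values, so the medians do not test whether the treatments add up. Most of the genes farthest from the sum did not stay there with transcript depth apportioned over annotated exons, chosen after seeing the data. Of the 20 highest and lowest in the 2 sets of libraries, 6 stayed over 1.5 in the same direction. The cause of these moves was not tested. PTP4A1, a protein tyrosine phosphatase, moved from 5.12 to 0.31 and RPS28, a ribosomal protein gene, from −9.31 to 7.71 in HepG2. Under the Hep3B label, SDHD, a subunit of succinate dehydrogenase, moved from 6.04 to 1.33 and TUBA1A, an alpha-tubulin, from −9.77 to −1.02. For the contrast of the combination with both single treatments, limma called 3 of 13865 genes over both lines at an adjusted p under 0.05 (359 at an unadjusted p under 0.05), each unlisted in 1 or more libraries. The 3 became 0 with protein-coding genes only, 0 with each cell line centred on its own control, and 0 in 7 of the 8 fits with a library left out. Other alternatives set before the data were examined gave 16 with pseudocount 0.1, 3 with TPM and 2 with pseudocount 5. Of those chosen after seeing the data, leaving out transcripts that span several genes gave 4 and apportioned depth gave 2. Genes listed in all 8 libraries gave 0, as did leaving out transcripts under 300 nt. The paper concludes that some genes show a synergistic effect after the combination, compared with NaB or Cur alone.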

## Materials and methods

### Chemicals and reagents

NaB was purchased from National Boron Research Institute-BOREN (Ankara, Turkey). NaB stocks were prepared as 10 mg/mL in completed media using vortex and all solutions were filtered with a 0.22 μm filter before use. Cur and Pip were purchased from Sigma-Aldrich (St. Louis, MO, USA) and resuspended in dimethyl sulfoxide (DMSO) (Sigma-Aldrich, St Louis, MO) to prepare a stock solution of 50 mM and 150 mM, respectively. The main stock solution was filtered through a 0.22 μm filter and kept at − 20 °C for long time storage.

MTS reagent ([3-(4,5-dimethylthiazol-2-yl)-5- (3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium) was purchased from Promega (Southampton, UK). Annexin V-FITC Apoptosis Detection Kit was purchased from Roche (Germany). RNase A and PI were obtained from Sigma-Aldrich (Germany). Nonidet P-40 was obtained from AppliChem (Germany). RNeasy Mini kit, Sensiscript Reverse Transcription PCR Kit and QuantiTect SYBR Green PCR kit were supplied by Qiagen (United States).

### Cell culture

Two different human HCC cell lines, HepG2 (HB-8065, ATCC), Hep3B (HB-8064, ATCC) were cultured in DMEM media supplemented with 10% fetal bovine serum (FBS) and 100 units/mL of penicillin, 100 μg/mL of streptomycin and amphotericin (1% PSA). HUVEC (CRL-1730) cell line, selected as normal cells, was maintained in DMEM media completed with 10% FBS and 1% PSA. All cells were incubated at 37 °C in a humidified atmosphere with 5% CO_2_.

### Cytotoxicity assay

The effect of NaB, Cur and Pip and their combination on both HCC and HUVEC cell lines were investigated using cell proliferation reagent MTS reagent assay. HepG2 (5 × 10^3^ cells/well), Hep3B (5 × 10^3^ cells/well) and HUVEC (5 × 10^3^ cells/well) cells were seeded on 96 well plates. Cells were treated with (1700–8500) µM of NaB, (5–50) µM of Cur, (1–150) µM of Pip or combination of all three. At each 24 h interval, cells were incubated with appropriate MTS solution mixture for 2 h and absorbance was measured at 490 nm using a microplate spectrophotometer (Bio-tek ELx800, USA). Cell viability (%) was determined by setting non-treated control cells to 100%.

### Combination index calculation

The multiple drug effect analysis of Chou and Talalay^38,39^, which is based on the median-effect principle, was used to examine the nature of the interaction between NaB and Cur. Determination of the synergistic versus additive versus antagonistic cytotoxic effects of the combined treatment of cells with only NaB, only Cur and combination of NaB and Cur were assessed using the CI. The CI < 1, CI = 1 and CI > 1 indicate synergistic, additive and antagonistic effects, respectively. The CI was calculated using the following formula:

$${\text{CI}} = \left[ {\left( {{\text{D}}_{{1}} } \right) \, /\left( {{\text{D}}_{{\text{x}}} } \right)_{{1}} } \right] + \left[ {\left( {{\text{D}}_{{2}} } \right) \, /\left( {{\text{D}}_{{\text{x}}} } \right)_{{2}} } \right]$$

where: (D_x_)_1_, (D_x_)_2_ = the concentrations of NaB and Cur that induced a 50% inhibition of cell proliferation; (D_1_), (D_2_) = the concentrations of NaB and Cur in combination that also inhibited cell growth by 50%.

### Apoptosis and cell cycle assay

The relative percentage of apoptotic HepG2 and Hep3B cells and cell population percentages to NaB, Cur and Pip and their combination of all three were analyzed by Annexin V/PI assay kit (Roche, Cat. No. 11988549001) and cell cycle assay using flow cytometry. HepG2 cells were treated with 2500 µM NaB, 30 µM Cur and 6 µM Pip and their combinations, while Hep3B cells were treated with 1700 µM NaB, 30 µM Cur and 6 µM Pip and their combinations. For apoptotic cell death, pellets were collected after 48 h treatment, suspended in 1X annexin binding buffer and stained at room temperature for 15 min with 5 μL Annexin-V FITC and 5 μL PI according to manufacturer’s protocol. Samples were analyzed immediately by Becton Dickinson FACS calibur flow cytometer with 20,000 events. For cell cycle arrest analysis, cells were trypsinized, washed by 1 × PBS and fixed in 70% ethanol solution for 1 h at − 20 °C. After fixation, cells were washed twice with ice cold 1 × PBS and stained with a cell cycle solution containing 10 μg/mL RNase A, 0.01% non-idet P-40 and 8 μg/mL PI for 30 min. Guava easyCyte Flow Cytometer (Merck Millipore, Germany) was used to determine cell population percentages of samples.

### RNA preparation and sequencing

Total RNA was isolated from sampling for the HCC cell lines (HepG2 with 2500 µM NaB, 30 µM Cur + 6 µM Pip, 2500 µM NaB + 30 µM Cur + 6 µM Pip and without treatment for 48 h; Hep3B 1700 µM NaB, 30 µM Cur + 6 µM Pip, 1700 µM NaB + 30 µM Cur + 6 µM Pip and without treatment for 48 h) with RNeasy Mini RNA isolation kit (Qiagen; Valencia, CA, USA) in triplicate following the manufacturer’s protocol. We measured RNA concentration using the Nanodrop 2000 Spectrophotometer (Thermo scientific). RNA quality was confirmed to be more than 8.0 RIN value. RNA-seq libraries were conducted with the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolab, Ipswich, Massachusetts, USA), according to the manufacturer’s instructions. Finally, library quality was assessed on the Fragment Analyzer platform (Agilent Technologies, CA, USA). The resulting libraries were sequenced on the Illumina Novaseq 6000 System (Illumina, San Diego, USA) at Eurofins Genomics (Konstanz, Germany), resulting on approximately 30.3 to 43.8 million reads for each sample in a 2 × 150 bp pair-end.

### RNA-seq data and downstream analysis

Quality control and reads statistics were determined by FastQC program^46^. The clean reads were then mapped to the human reference genome (GRCh38) using STAR alignment tool under default settings^47^. Following the mapping, the transcripts assembly of each sample was done with Cufflinks program^48^. Then the output GTF files were merged into a single unified transcript using the Cuffmerge program. The merged transcripts were compared to the reference annotation using the Cuffcompare program. The FPKM (the fragments per kilobase of transcript per million fragments) method was used to estimate the expression levels of mRNAs in every sample. Differential expression analysis in different treatment groups were performed using Cuffdiff software, an absolute value of |log2 (fold change)| > |1.5| and a p-value < 0.01 were set as the filter criteria for significant differential expression. These results were then interpreted using ShinyGO^49^ for bioinformatics analysis to identify significant Gene Ontology (GO) functional terms BP, CC, MF and KEGG pathway^50^ terms among the subsets of NaB, Cur and Pip and their combination treated and untreated groups.

### Quantitative real-time-PCR (qRT-PCR) validation

RNA samples from NaB, Cur and Pip and their combination treated and untreated cells used for the RNA-seq were analyzed by qRT-PCR. First- strand cDNA was synthesized using Sensiscript Reverse Transcription PCR Kit qRT-PCR was performed on a CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) using QuantiTect SYBR Green PCR kit according to the manufacturer’s protocol. Primers specific for *GADD45A *(forward, 5′-AGAAGACCGAAAGGATGGATAAGG-3′; reverse, 5′-CGGCCCGGGTTGCTGAC-3′), *CDKNA1* (forward, 5′-AGGGGACAGCAGAGGAAG-3′; reverse, 5′-GCGTTTGGAGTGGTAGAAATCTG-3′), *BBC3* (forward 5′-ACGACCTCAACGCGCAGTA-3′; reverse, 5′-CTAGTTGGGCTCCATTTCTGG-3′), *PMAIP1* (forward, 5’-AGATGCCTGGGAAGAAG-3′; reverse 5′-AGTCCCCTCATGCAAGT-3′), *SERPINE1* (forward, 5′-CTTCCACCCGTCTCTCTG-3′; reverse, 5′-CTACCAGGCACACAAAAGC-3′). The relation mRNA expression levels were normalized to *GAPDH* (forward, 5′-GGAGCGAGATCCCTCCAAAAT-3′; reverse, 5′-GGCTGTTGTCATACTTCTCATGG-3′) gene and calculated using the 2^− ΔΔCt^ method.

### Statistical analysis

All data were analyzed statistically using one-way ANOVA or two-tailed Student’s t-test. GraphPad Prism (version 8.0.1) Software was used to perform statistical analysis and plotting the graph. The error bars represent standard error of the mean from at least three independent experiments. The significant level was set at *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

### Supplementary Information

Supplementary Information.

## Data Availability

The sequencing data have been deposited at NCBI with BioProject Accession Numbers PRJNA848267. The transcript abundance file for each sample has been submitted and archived to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under sample Accession Number GSE207439.

# Supplementary material for: Synergistic anti-cancer effect of sodium pentaborate pentahydrate, curcumin and piperine on hepatocellular carcinoma cells
**Source:** Sci Rep. 2023 Sep 1;13:14404. doi: 10.1038/s41598-023-40809-y
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Information**

**Figure S1.** Effect of NaB, Cur and Pip treatment on cell viability of HUVEC cells. Cells were incubated with two different concentrations (1700 or 2500 µM) of NaB with 30 µM Cur and 6 µM Pip for 48h. The cell viability was determined by MTS assay. Data represent the mean ± SD of independent experiments (n=3) and statistical significance was assessed by Student’s t-test.

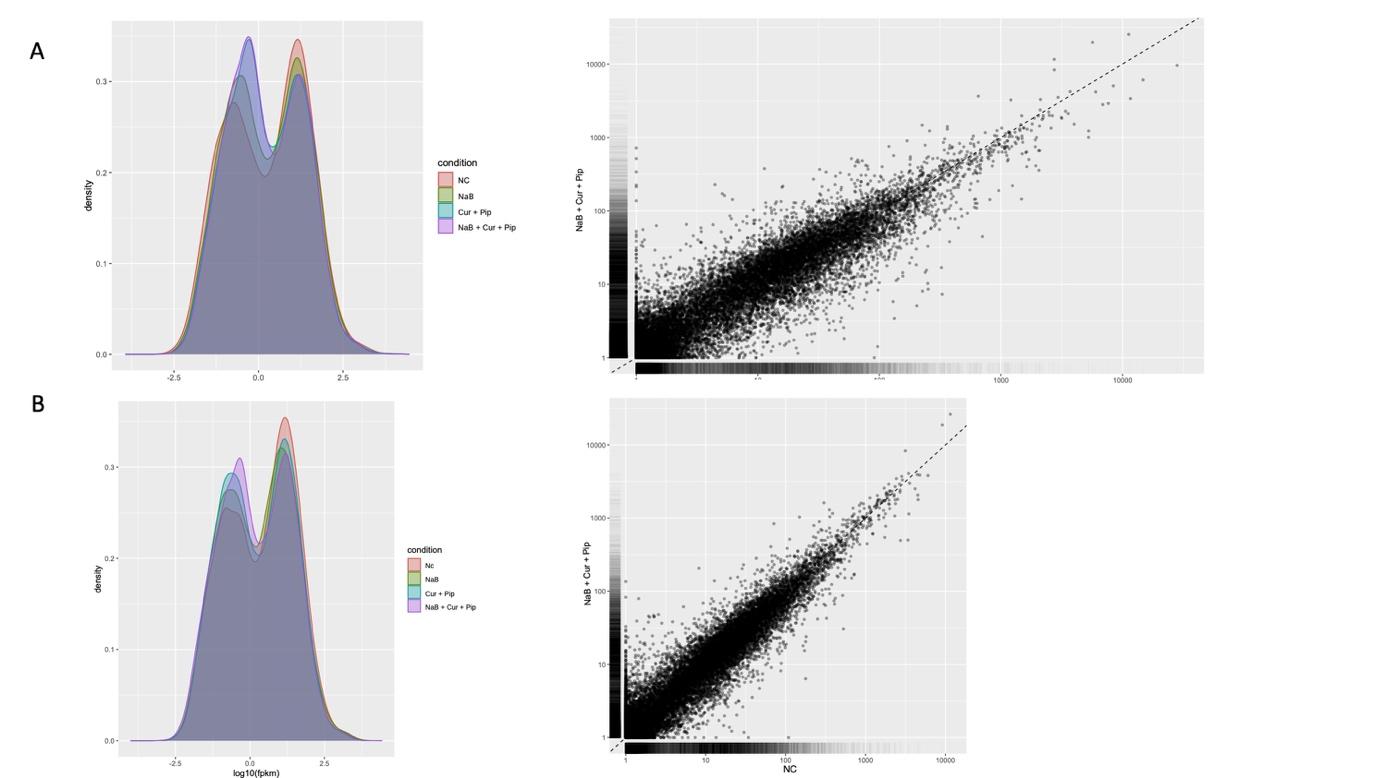

**Figure S2.** The dispersion plot and scatter plot show distribution of the expressed genes. **(A)** The dispersion and scatter plot of HepG2 cell data. **(B)** The dispersion and scatter plot of Hep3B cell data**.**

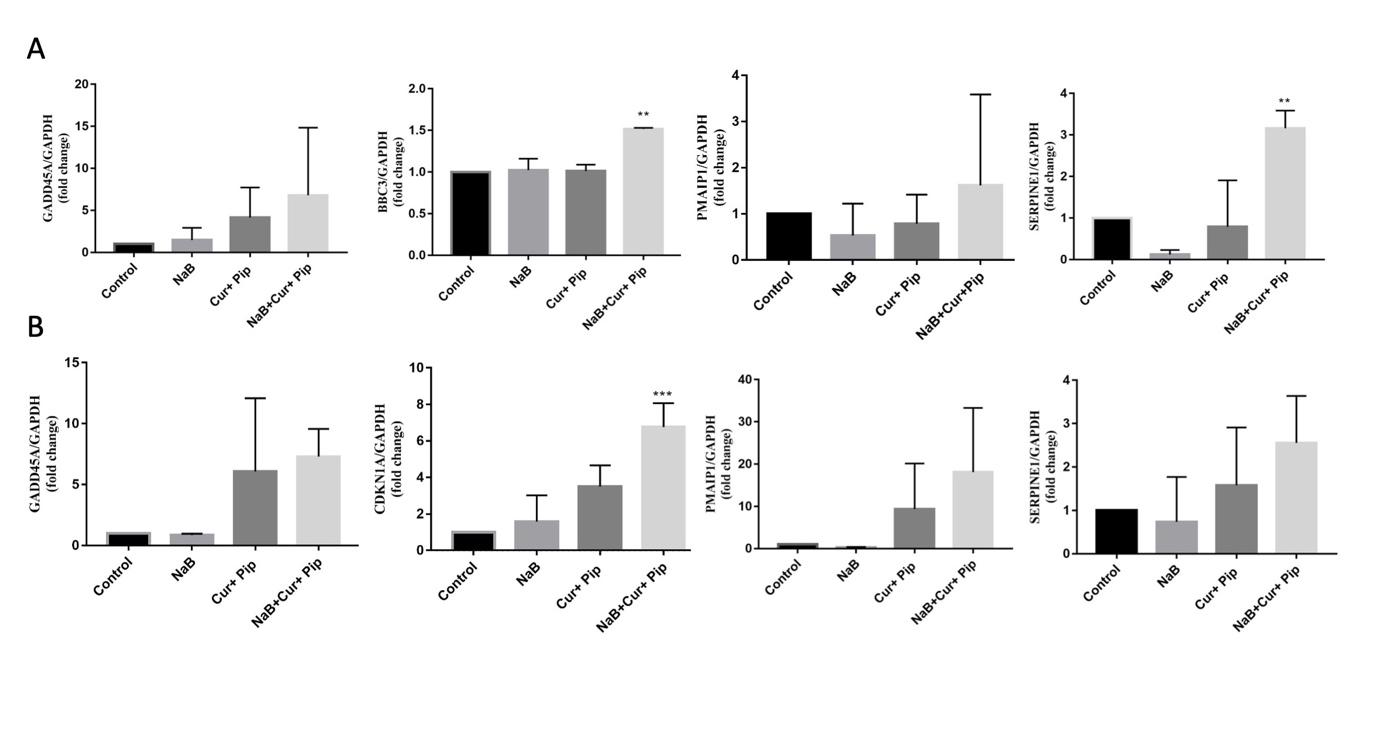

**Figure S3**: Illustration of qRT-PCR confirmation for RNA-seq. **(A)** Expression level of *GADD45A, BBC3, PMAIP1, SERPINE1* in HepG2 cells treated with NaB, Cur and Pip and their combination treated and untreated groups. **(B)** Expression level of *GADD45A, CDKN1A, PMAIP1, SERPINE1* in Hep3B cells treated with NaB, Cur and Pip and their combination treated and untreated groups.

**Table S1.** CI value of NaB and Cur combination treatment in HepG2 and Hep3B cells.

| **Cell type** | **Concentration of drug** | **CI value** |
| --- | --- | --- |
| HepG2 | 2500 µM NaB + 30 µM Cur | 0.98 |
| Hep3B | 1700 µM NaB + 30 µM Cur | 0.97 |

How the deposited data were processed for this re-analysis (not part of the article)

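RNA-seq data of 8 libraries were analysed: HepG2 cells and cells labelled Hep3B, each untreated or treated for 48 h with NaB, with Cur and Pip, or with NaB, Cur and Pip, with 1 library per condition. The authors mapped the reads to GRCh38 with STAR and assembled the transcripts of each library with Cufflinks; the submitters' processing notes also name FastQC and Cuffdiff, and their versions are not given in the sources used here. The deposited values are FPKM of each assembled transcript, with a 95% interval and a coverage, under identifiers that name no gene. The merged annotation and the Cuffdiff p-values that the methods describe were not used here. No counts were read, so no test on counts was run.

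Each assembled transcript was assigned with bedtools 2.31.1 to the GENCODE release 44 gene on the same strand that holds the largest share, and at least 50%, of its exonic bases; a transcript without a strand could go to either. A gene's FPKM is the sum over its transcripts, and a gene with no assigned transcript counts as 0. Sums over transcripts move with what was assembled: a transcript that runs across neighbouring genes gives its level to 1 of them, and a gene whose transcripts are not assembled in a library looks silent there. Near-identical genes such as ribosomal protein genes and their pseudogenes may share reads. The fragments behind each library, estimated from coverage and length over transcripts of at least 300 nt, are 25.6 to 35.7 M. The Cufflinks intervals hold the error of estimating 1 library and no spread between cultures. Cufflinks gives them per transcript, and those printed for a gene were built from the intervals of its transcripts.

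Fold changes are log2((FPKM + 1) treated / (FPKM + 1) control), over genes with an FPKM of at least 1 in 1 or more of the 4 libraries of the line, and the threshold is an absolute value over 1.5, as in the methods. With 1 library per condition there is no test within a line. Gene lists written before the data were examined, 39 in all, were described for 29 of them by the percentile of the median among 10000 random lists of the same size matched on mean expression in 20 bins; a list stood apart at or beyond percentiles 2.5 and 97.5. The lists of markers of other cell types were used as levels, and the genes read from Fig. 8 as tallies. Overlaps and correlations were set beside 100 simulations of unchanged treatments against the same control, drawn from the Cufflinks intervals. A limma fit (limma 3.58.1 in R 4.3.3) on log2(FPKM + 1) over all 8 libraries, with the cell line as a term, asked for changes shared by both lines with 3 residual degrees of freedom, with Benjamini-Hochberg adjustment; it counts every difference between the lines as spread. The NaB dose differs between the lines. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

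Genes were named by a rule set before the data were examined: genes of the paper's text, RB1 and GAPDH; for the combination the 10 highest and 10 lowest protein-coding genes with an FPKM of at least 5 in 1 or both libraries and disjoint Cufflinks intervals, and for each single treatment the 5 highest and 5 lowest; up to 3 highest and 3 lowest members of each list after the combination; the genes labelled in Fig. 8A and Fig. 8B, read by eye; the 5 highest and 5 lowest for the excess over the sum of the single treatments and for genes beyond both; and the 5 genes that differ most between the lines in opposite directions. Other genes are said to be chosen after their values were seen. For 2 of the genes and 1 of the gene lists set beforehand the results are not reported here.

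The steps were tested on simulated data. In HepG2, with counting error only, 50 of 50 genes raised by a log2 change of 2 and 39 of 50 lowered by 2 passed the threshold among 11363 genes, and 1 of 11163 unchanged genes did. Within the libraries labelled Hep3B, 50 of 50 and 47 of 50 did, with 1 of 11354 unchanged genes. Of 200 random lists of 30 genes, 4.5% and 4.0% stood apart. The percentile limits set such a share in advance for random lists, and lists of genes that move together were not tested. The limma fit recovered 0, 50 and 92.8% of 200 genes changed by 1.5, 3 and 6 on the log2 scale among 13865, with 0, 5 and 11.3 false calls on average.

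The alternatives set before the data were examined were a pseudocount of 0.1 or 5, no filter on FPKM, an FPKM of at least 5, at least 64 estimated fragments, median-of-ratios scaling, TPM, the largest transcript of each gene, protein-coding genes only, a fold threshold of 1 or 2, and disjoint Cufflinks intervals, and for limma a trended variance, each library left out and each line centred on its own control. Chosen after seeing the data were genes listed in all 4 libraries of a line, transcripts under 300 nt left out, transcripts that span several genes left out, transcript depth apportioned over annotated exons, and for limma genes listed in all 8 libraries. TPM moves the median log2 fold change of genes listed in both libraries to 0.11 after Cur and Pip in HepG2 and to −0.25 after NaB in the libraries labelled Hep3B, where it is −0.16 in FPKM; the other medians stay within 0.1 of 0. Mitochondrially encoded genes were left out because none of the 13 is listed at an FPKM of at least 1 in any library.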

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

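The 3 tests on the identity of the libraries labelled Hep3B and the test on sequencing depth were chosen only after the result was seen, and the comparisons with RB1 in them were set later still. The tests on genomic DNA and on unlisted genes were written before theirs. The test on genomic DNA was written for all 6 treated libraries together, where its lowest ratio is 2.6, and was given per cell line after the values were seen with its bounds kept. The bound for lost hepatocyte genes was first set at under 25%. The value equals that bound and so does not meet it. The bound was then set by an exact interval, and was at last found to decide nothing. That for mixed HepG2 RNA was first set on a median, which was 0.0, and then on a count.

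The control labelled Hep3B lists RB1 at 21.1 FPKM, a gene that the paper does not discuss in these cells, and few hepatocyte genes. Loss of genes across this library in assembly is argued against, in a comparison chosen after seeing the values. In this library 36 of 36 G1/S genes and 27 of 27 proteasome genes are at an FPKM of at least 1. Loss of hepatocyte genes alone stays open. Of 16 of them at moderate levels (FPKM 1 to 100) in the HepG2 control, 25.0% are at that FPKM in this library. The share is 18.8 to 25.0% over the 4 libraries labelled Hep3B and 81.2 to 93.8% over the treated HepG2 libraries. The few listed hepatocyte genes fix the low shares by themselves. None of 13 mitochondrially encoded genes is at that FPKM in any library, so loss of single groups is not excluded. RNA of HepG2 cells mixed in is argued against, since 3 of 31 hepatocyte genes lie at over 10% of their HepG2 level while RB1 is at 120.2%, provided that these genes were not lost in assembly. All inner exons of RB1 are assembled in 4 of 4 libraries, which is consistent with cells other than Hep3B under the label but does not settle it, since RNA can be made where protein is missing. No biological explanation was tested, and the paper's qRT-PCR does not measure RB1.

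Single-exon transcripts within introns number 987 in the HepG2 control and 1760, 4520 and 3960 after NaB, Cur and Pip, and the combination, and 665, 1091, 1431 and 2422 in the libraries labelled Hep3B, data the paper does not report on. Sequencing depth is argued against: relative to the fragments of the library the lowest ratio to control over the 6 treated libraries is 1.7. Genomic DNA stays open in the treated HepG2 libraries. The added transcripts there are at least 3.5 times as dense in introns of expressed genes as in those of low genes. That ratio passes the bound of 3, but transcripts of the control are denser in expressed genes too (0.84 against 0.251 per Mb). Transcripts away from genes also rose after NaB, Cur and Pip, and the combination, to 1.82, 4.34 and 3.7 times the control. Those within introns rose to 1.78, 4.58 and 4.01 times. An evenly spread source is thus not excluded. In the libraries labelled Hep3B the lowest ratio for added transcripts is 2.6, between the bounds of 2 and 3, so genomic DNA stays open there too. Unspliced RNA that differs with treatment may be a biological source and was not tested.

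Summed over the 6 comparisons, with a gene counted once in each, 6680 of the genes past the threshold were unlisted in 1 of the 2 libraries compared. Transcripts that run past or across annotated genes could account for 27.6% of these cases, which hold apportioned depth in both libraries and a change within the threshold. A low level near the limit of assembly could account for 39.1%, which are under an FPKM of 5 in the library that lists them, and 58.7% meet 1 or both. Neither share passes the bounds of 50% and 20%, so both stay open, and a change in expression by treatment stays open as untested.

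Early response genes of MAPK signaling had a median log2 fold change of −0.45 after NaB in HepG2 and of 0.40 in the libraries labelled Hep3B. In HepG2, 2 of 31 measured members were past the threshold upwards and 1 downwards. Under the Hep3B label, 4 of 30 were past it upwards and 4 downwards, so the members moved both ways there. Cytosolic ribosomal protein genes had a median of −0.62 after the combination in HepG2 and of 0.08 in the libraries labelled Hep3B, where the largest transcript of each gene gives −0.03. After Cur and Pip in HepG2 they went the other way (0.35, percentile 100.0). In both comparisons between the lines the medians stand apart from random lists in opposite directions, and the difference between the lines was not tested.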

How the results depend on the processing

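Alternatives set before the data were examined gave 439 comparisons of counts, shares and correlations, of which 317 stayed within the limits of a like value (1.5 times for a count) and 122 moved. Of 1563 comparisons of gene list medians, 1484 kept their side of the percentile limits, 32 lost it, 44 gained it and 3 reversed, and of 1152 of named genes, 1144 kept theirs, 7 lost it and 1 gained it. Those chosen after seeing the data gave 152 (102 kept, 50 moved), 690 (646 kept, 15 lost, 28 gained, 1 reversed) and 495 (455 kept, 30 lost, 1 gained, 9 reversed). Each alternative set beforehand was run. With 1 library per condition, depth sets only the error of estimating each library. The cause of these moves was not tested, except that other thresholds and restrictions change by construction how many genes can pass. Counts are given in the order NaB, Cur and Pip, and combination, then genes shared by NaB and the combination, by Cur and Pip and the combination, and by all 3, where those moved.

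With pseudocount 0.1 there were 2080 genes after NaB and 3864 after Cur and Pip in HepG2, with 1059, 2195 and 696 shared, and 2638, 2138 and 3088 in the libraries labelled Hep3B, with 1524, 1263 and 796 shared and 1260 beyond both single treatments. The correlation of Cur and Pip with the combination in HepG2 was 0.579 and that between the lines 0.269. With pseudocount 5 there were 595, 1121 and 1194 in HepG2, with 271, 588 and 165 shared, 493 beyond both, 304 monotone and 1128 away from the sum, and a correlation of Cur and Pip with the combination of 0.644. There were 697, 661 and 946 in the libraries labelled Hep3B, with 378, 357 and 220 shared, 408 beyond both, 152 monotone and 1000 away from the sum, and 2832 genes in any comparison. A fold threshold of 1 gave 2420, 4700 and 4672 in HepG2, with 1209, 2670 and 790 shared, 3206, 2475 and 3853 in the libraries labelled Hep3B, with 1897, 1414 and 907 shared, and 10184 in any comparison. A fold threshold of 2 gave 866, 1552 and 1630 in HepG2, with 420, 787 and 259 shared, 960 after NaB and 1263 after the combination in the libraries labelled Hep3B, with 540 shared by these, and 3903 in any comparison. Asking for Cufflinks intervals also disjoint, which leaves out every gene unlisted in 1 of the 2 libraries and only 0 to 2 others per comparison, gave 378, 1363 and 1284 in HepG2, with 141, 656 and 78 shared, 643, 367 and 768 in the libraries labelled Hep3B, with 283, 158 and 85 shared, 3081 in any comparison, and 29.4% higher after NaB and 35.0% after the combination in the libraries labelled Hep3B. With protein-coding genes only there were 807 after Cur and Pip in the libraries labelled Hep3B (48.5% higher), 34.1% higher after the combination there, 421 shared by Cur and Pip and the combination, 275 shared by all 3 (262 in HepG2) and 1402 away from the sum. The correlations were then 0.359 (NaB with Cur and Pip) and 0.415 (NaB with the combination) in HepG2, 0.527 (NaB with Cur and Pip) and 0.538 (Cur and Pip with the combination) in the libraries labelled Hep3B, and 0.259 between the lines. TPM gave a correlation of Cur and Pip with the combination in HepG2 of 0.588. With the largest transcript of the gene, 3 list medians reversed: autophagy and lysosome genes after the combination in HepG2 (−0.012), cellular senescence after NaB (−0.045) and cytosolic ribosomal protein genes after the combination (−0.028) in the libraries labelled Hep3B.

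Keeping genes listed in all 4 libraries of the cell line, chosen after seeing the data, gave 320, 1228 and 1181 in HepG2, with 135, 632 and 78 shared, 451 beyond both and 826 away from the sum, and 584, 312 and 713 in the libraries labelled Hep3B, with 276, 154 and 85 shared, 293 beyond both, 159 monotone and 576 away from the sum, with 2730 in any comparison and 29.5% higher after NaB and 34.4% after the combination in the libraries labelled Hep3B. The correlations were 0.32 (NaB with Cur and Pip) and 0.749 (Cur and Pip with the combination) in HepG2, 0.524 (NaB with Cur and Pip), 0.686 (NaB with the combination) and 0.641 (Cur and Pip with the combination) in the libraries labelled Hep3B, and 0.432 between the lines, and the median of metallothionein genes after Cur and Pip in the libraries labelled Hep3B reversed to 0.366. Chosen likewise, transcript depth apportioned over annotated exons gave correlations of 0.336 (NaB with Cur and Pip), 0.398 (NaB with the combination) and 0.662 (Cur and Pip with the combination) in HepG2, 0.535 (NaB with Cur and Pip) and 0.658 (NaB with the combination) in the libraries labelled Hep3B and 0.408 between the lines, 294 genes shared by all 3 and 498 by Cur and Pip and the combination in the libraries labelled Hep3B, and 52.2% higher after the combination in HepG2. Named genes count as reversed here only if they were past the threshold, so a turn of sign within it, as for GADD45A after NaB in both sets of libraries (0.26 to −0.44 in HepG2 and −0.38 to 0.37 in the libraries labelled Hep3B) or GAPDH after the combination in HepG2 (−1.36 to 0.43), is not among them. Among those past it, reversed were the log2 fold changes of HYPK after NaB (−0.71) and VPS53 after the combination (−0.02) in the libraries labelled Hep3B, and of METAP1D after Cur and Pip (0.04) and after NaB (0.24) in HepG2. With transcripts under 300 nt left out the correlations were 0.368 (NaB with Cur and Pip) and 0.419 (NaB with the combination) in HepG2, 0.533 (NaB with Cur and Pip) and 0.548 (Cur and Pip with the combination) in the libraries labelled Hep3B and 0.274 between the lines, and in HepG2 AKR1C4 reversed to −0.58 after Cur and Pip and −0.58 after the combination, METAP1D to 0.18 after NaB and RLIM to −0.02 after NaB. With transcripts that span several genes left out YJEFN3 after NaB in the libraries labelled Hep3B reversed to 1.48.

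The limma fit called 0 genes for NaB, 5 for Cur and Pip, 16 for the combination and 3 for the contrast of the combination with both single treatments. TPM gave 8, 12 and 38 for the first 3, pseudocount 0.1 gave 24, 38, 67 and 16, and pseudocount 5 gave 2 for Cur and Pip and 4 for the combination. A trended variance (limma-trend) gave 2 for Cur and Pip and 1 for the contrast, each cell line centred on its own control 0 for the contrast, and protein-coding genes only 0 for the contrast. Leaving out each library in turn gave 0 to 0 for NaB, 0 to 3 for Cur and Pip, 0 to 4 for the combination and 0 to 1 for the contrast, with the lone library of a condition assumed to vary like the others. Chosen after seeing the data, apportioned depth gave 1 for NaB and 1 for Cur and Pip, transcripts that span several genes left out 8 for Cur and Pip and 25 for the combination, transcripts under 300 nt left out 3 for Cur and Pip, 10 for the combination and 0 for the contrast, and genes listed in all 8 libraries 0 for Cur and Pip, 0 for the combination and 0 for the contrast.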

Differences from the paper's values

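The paper counts genes at P < 0.01 by Cuffdiff, an absolute log2 fold change over 1.5 and at least 64 counts in any sample; here the fold threshold was applied without the p-value. At least 64 estimated fragments in 1 or more libraries of the line, in place of the filter on FPKM, gave 2529 genes after the combination in HepG2 and 1907 in the libraries labelled Hep3B. For the combination the paper reports 671 DEGs in HepG2, and 2624 genes were past the fold threshold. None of the alternatives set before the data were examined came within 1.5 times of the paper's count; disjoint Cufflinks intervals, which leave out the genes unlisted in 1 of the 2 libraries and only 0 to 2 others per comparison, gave 1284, a pseudocount of 5 gave 1194 and, chosen after seeing the values, genes listed in all 4 libraries gave 1181. In Hep3B the paper reports 513 DEGs, and 1996 genes were past the threshold in the libraries so labelled. Disjoint Cufflinks intervals gave 768, which falls within 1.5 times, and the other alternatives set before the data were examined do not. Genes listed in all 4 libraries, an alternative chosen after seeing the values, gave 713, also within it.

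In total the paper reports 3143 genes, and 6032 were past the threshold in 1 or more of the 6 comparisons. Of the alternatives set before the data were examined, a pseudocount of 5 (2832), protein-coding genes only (4563), a fold threshold of 2 (3903) and disjoint Cufflinks intervals (3081) fall within 1.5 times of it, and the others do not. Genes listed in all 4 libraries, chosen after seeing the values, gave 2730. That restriction drops labelled genes of the paper, keeping 55 of the 73 labels read from Fig. 8A and 59 of the 74 read from Fig. 8B.

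For the single treatments the paper's Fig. 6C shows, read by eye, about 64 genes after NaB and about 710 after Cur and Pip in HepG2, where 1308 and 2571 genes were past the threshold here, and no alternative came within 1.5 times of either. For Hep3B it shows about 500 genes after NaB, against 1600 here, and about 250 after Cur and Pip, against 1387. For NaB a pseudocount of 5 (697) and disjoint Cufflinks intervals (643) fall within 1.5 times, as do genes listed in all 4 libraries (584), chosen after seeing the values. For Cur and Pip, disjoint intervals (367) do, as do genes listed in all 4 libraries (312), also chosen after seeing the values. The totals of the Venn diagram in Fig. 6B, which its caption gives to Hep3B, match the HepG2 bars of Fig. 6C to within 1 gene, so the assignment of that figure to the lines is in doubt. The bars of Fig. 6C are used here because those of the combination match the totals in the text.

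In the paper's Fig. 6C more genes are higher than lower after each treatment in HepG2, at about 59% (NaB), about 56% (Cur and Pip) and about 58% (combination), read by eye. Here 48.2, 46.8 and 41.0% of the genes past the threshold were higher. TPM gave 54.6% and a pseudocount of 0.1 gave 50.3% after Cur and Pip, and a pseudocount of 0.1 gave 50.4% after NaB. With transcript depth apportioned over annotated exons, chosen after seeing the values, the shares were 54.1, 52.3 and 52.2%. In Hep3B the figure has fewer higher than lower genes after NaB and the combination and more after Cur and Pip, and 41.5, 45.4 and 62.0% were higher here after NaB, the combination, and Cur and Pip. With protein-coding genes only 48.5% were higher after Cur and Pip, and with apportioned depth, chosen after seeing the values, 50.7% were after the combination, each on the other side of 50%.

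The paper states that GADD45A was higher after the combination than after NaB or Cur alone by qRT-PCR in both lines, another assay. Here GADD45A in HepG2 was at 184 FPKM after the combination and 218 after Cur and Pip. The paper's qRT-PCR is relative to GAPDH, which was at 216 FPKM after the combination and 1627 after Cur and Pip in HepG2. Relative to GAPDH, a comparison chosen after seeing the values, GADD45A is higher after the combination, as in the paper. The size of this gap depends on the processing. With apportioned depth the log2 fold changes of GAPDH in HepG2 were 1.78 after Cur and Pip and 0.43 after the combination. Those of GADD45A were 2.42 and 2.15, so the gap keeps its direction and is smaller. GADD45A in the libraries labelled Hep3B was highest after the combination, at 169 FPKM, as were PMAIP1 in both lines, BBC3 in HepG2 and CDKN1A in the libraries labelled Hep3B. The text names an IL-7 pathway where the label in Fig. 7D reads IL-17.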

Other observations

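Genes of complement and coagulation, which hepatocytes secrete, were lower after treatment. In HepG2, 23 of 35 measured members were past the threshold downwards after Cur and Pip (median log2 fold change −1.96) and 23 after the combination (median −1.81, both at percentile 0.0), against a median of −0.01 after NaB (percentile 42.6). Single-exon transcripts were also most frequent after these treatments in HepG2 (34.1 and 32.2%, against 16.4% in the control and 22.7% after NaB). Whether this share bears on the falls was not tested. SERPINF2, which encodes alpha-2-antiplasmin, was at 22.8 FPKM after the combination against 175 (−2.89), and C1S, a protease of the first complement component, at 4.14 against 33.7 (−2.75). Among libraries labelled Hep3B, where 12 members were measured, the medians were −1.59, −1.17 and −1.76 after NaB, Cur and Pip, and the combination, each at percentile 0.0. C1R, another protease of that component, was at 14.5 against 77.8 after the combination (−2.34). Hepatocyte genes as a list had medians of −1.27 and −1.32 in HepG2 after Cur and Pip and the combination (percentile 0.0) and −0.04 after NaB. FABP1, the liver fatty acid binding protein, was at 254, 82.8, 7.64 and 12.0 FPKM in the control and after NaB, Cur and Pip, and the combination, and NR1H4, the bile acid receptor, at 36.0, 38.9, 1.28 and 1.23. Only 9 members of that list were measured in the libraries labelled Hep3B, with medians of −1.05, 0.26 and −1.05, or −1.16, −1.17 and −1.35 over the 3 members listed in all 4 libraries. Some lists of metabolism stood apart as lower: amino acid catabolism (−0.83 and −1.12 in HepG2 after Cur and Pip and the combination, and −0.91, −0.35 and −0.94 in the libraries labelled Hep3B), fatty acid synthesis (−1.02, −1.11 and −0.98 in HepG2) and fatty acid oxidation (−0.85 and −0.86 in HepG2 after Cur and Pip and the combination). After NaB in HepG2, amino acid catabolism (−0.18, percentile 4.7) and fatty acid oxidation (0.15, percentile 86.8) did not. Over all measured members, neither list of fatty acid metabolism did in the libraries labelled Hep3B (percentiles 2.6 to 16.0). Over the 19 members listed in all 4 of these libraries, fatty acid oxidation did after NaB (−0.61, percentile 0.6). HADH, an enzyme of fatty acid oxidation, was at 2.96 FPKM against 25.7 in HepG2 (−2.75) and at 6.87 against 52.5 in the libraries labelled Hep3B (−2.77); with transcript depth apportioned the values are −1.75 and −1.49. Cholesterol synthesis genes had medians of −0.77 and −0.80 after NaB and after Cur and Pip in HepG2, and −0.37 after Cur and Pip in the libraries labelled Hep3B, and did not stand apart after the combination (−0.19 and −0.31) or after NaB in the libraries labelled Hep3B (−0.05).

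Genes of the integrated stress response, driven by ATF4, were lower after NaB in both sets of libraries (medians −1.05 in HepG2 and −0.63 in the libraries labelled Hep3B, both at percentile 0.0) and higher after Cur and Pip (0.33, percentile 99.3, and 0.65, percentile 100.0). After the combination the median was −0.93 in HepG2 (percentile 0.0) and −0.01 in the libraries labelled Hep3B (percentile 85.5). Over the members listed in all 4 HepG2 libraries the median after Cur and Pip was 0.20 (percentile 96.0). PHGDH, the first enzyme of serine synthesis, was at 89.0, 29.8, 40.8 and 12.9 FPKM in HepG2 in the order of control, NaB, Cur and Pip, and combination, and at 81.2, 15.0, 203 and 46.3 in the libraries labelled Hep3B. PYCR1, an enzyme of proline synthesis, was at 178, 27.6, 25.9 and 11.8 in HepG2 and at 152, 30.2, 128 and 64.4 in the libraries labelled Hep3B. Unfolded protein response genes were higher in the libraries labelled Hep3B after Cur and Pip (0.49) and the combination (0.81, both at percentile 100.0), where 0 of 23 were past the threshold after the former and 3 upwards and 1 downwards after the latter, and lower in HepG2 after NaB (−0.74, percentile 0.0). HSPA5, the main chaperone of the endoplasmic reticulum, was at 223, 284, 611 and 1512 FPKM in the libraries labelled Hep3B and at 697, 245, 608 and 603 in HepG2. NRF2 target genes had medians of 0.32 and 0.27 after Cur and Pip and of −0.63 after the combination in the libraries labelled Hep3B, or −0.24 (percentile 31.8) over members listed in all 4. OSGIN1, an oxidative stress response gene, was at 33.1, 67.7, 213 and 119.5 in HepG2 and at 2.86, 5.99, 20.9 and 26.1 in the libraries labelled Hep3B.

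AQP3 was past the threshold in opposite directions: while it was far higher in HepG2, in the libraries labelled Hep3B it was at 204 FPKM in the control and 54.7 after the combination (log2 fold change −1.88). Both directions hold with transcript depth apportioned over annotated exons (5.17 and −1.84), an alternative chosen after seeing the data. Of the genes of boron transport and related functions, SLC4A11, a borate transporter homologue, was at 4.99 FPKM after the combination against 32.8 in HepG2 (−2.50) and did not pass the threshold after NaB (−0.06). Over all measured members that list stood apart in no comparison. Its medians after NaB were 0.60 (6 measured) in HepG2 and −0.02 (4 measured) in the libraries labelled Hep3B. Over the 4 members listed in all 4 HepG2 libraries it stood apart as higher after Cur and Pip (1.02, percentile 98.6). It did so too after the combination (1.03, percentile 98.6). SNAI1, a transcription factor of epithelial to mesenchymal transition, was at 38.6 against 3.41 after the combination in HepG2 (3.17) and at 26.2 against 1.10 in the libraries labelled Hep3B (3.70).

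The other lists gave these medians. TGF-beta response genes had 0.47 after NaB and 0.52 after the combination in the libraries labelled Hep3B, hypoxia genes 0.29 and interferon response genes 0.27 after NaB there. Heat shock genes had 0.45 after Cur and Pip in HepG2, or 0.22 (percentile 94.7) over members listed in all 4 libraries, where 3 of the 6 past the threshold were listed in both libraries compared, and 0.28 after the combination in the libraries labelled Hep3B. Proteasome genes had 0.23 and 0.18 after Cur and Pip in the 2 sets, and autophagy and lysosome genes 0.35 after the combination in HepG2, which was −0.012 with the largest transcript of each gene, and 0.21 after Cur and Pip in the libraries labelled Hep3B. Nuclear genes of oxidative phosphorylation had −0.62 after Cur and Pip and −0.91 after the combination in HepG2, the latter −0.52 (percentile 6.8) over members listed in all 4 libraries, and −0.33 (percentile 2.4) after Cur and Pip in the libraries labelled Hep3B. Metallothionein genes had −0.80 and −1.18 after NaB and after Cur and Pip in HepG2, and −0.68 after Cur and Pip in the libraries labelled Hep3B, which was 0.37 over the 3 members listed in all 4 libraries. Replication-dependent histone genes, of which 8 were measured, had 1.48 after Cur and Pip in HepG2, where only 2 were listed in both libraries and neither of these was past the threshold, and genes of the aryl hydrocarbon receptor stood apart in no comparison (0.18 and −0.20 after the combination). Among hepatocyte genes, CPS1, a urea cycle enzyme, was at 469 FPKM in the control labelled Hep3B and 74.5 after the combination. Of the markers of other cell types, at an FPKM of at least 1, 6 of 12 fibroblast and stellate markers, 1 of 12 immune markers, 2 of 7 cholangiocyte markers and 1 of 9 endothelial markers were listed in the control labelled Hep3B, against 2, 3, 3 and 1 in the HepG2 control. LUM, a matrix proteoglycan of fibroblasts, was at 179 FPKM in the control labelled Hep3B and 20.8 after the combination, and KRT7, a keratin of bile duct cells, at 565 FPKM in that control. LUM and KRT7 were chosen after their values were seen.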
